# Ndrg3 is a critical regulator of peripheral T cell maturation and homeostasis

**DOI:** 10.1126/sciadv.ads5143

**Published:** 2025-03-12

**Authors:** Julia A. Komorowska, Christiane Grammer, Mirela Bălan, Jeremy B. Swann

## Abstract

To provide protection, anticipatory T cell–dependent immunity is reliant on the generation and maintenance of a naïve T cell repertoire, which is sufficiently diverse to ensure recognition of newly encountered antigens. Therefore, under steady-state conditions, a given individual needs to maintain a large pool of naïve T cells, ready to respond to potential threats. Here, we demonstrate that N-myc downstream-regulated gene 3 (Ndrg3) is essential for naïve T cell stability. Mice with T cell–specific Ndrg3 loss are lymphopenic, with reduced numbers of conventional T cells and natural killer T cells. We show that in the absence of Ndrg3, naïve CD8+ T cells exhibit high rates of both proliferation and apoptosis, phenotypes that could be partially rescued by transgenic expression of a high-avidity T cell receptor. Furthermore, Ndrg3-deficient cells were refractory to interleukin-4, resulting in reduced Eomes induction, and a decreased virtual memory population. Our study therefore identifies Ndrg3 as an unexpected, pleiotropic regulator of T cell homeostasis.

## INTRODUCTION

The peripheral T cell pool is a heterogeneous population, made up of cells in varying states of differentiation, which exhibit a range of phenotypic and functional characteristics (*1*, *2*). The diversity of the T cell populations is dictated by maturation and maintenance processes that occur both within the thymus, which generates cells with new specificities (*3*), and in the periphery where established cells are maintained and respond to potential threats (*4*). Although many fundamental features of T cell development, such as T cell receptor (TCR) rearrangement (*5*) and commitment to CD4 and CD8 subsets (*6*), are fixed during development within the thymus, other attributes and functional specializations are acquired during postthymic maturation (*7*–*9*), which occurs in secondary lymphoid organs (*10*) and is crucial for establishing and maintaining stable peripheral T cell homeostasis (*11*).

The initial establishment of the peripheral T cell pool occurs early in development, and at this time, the bulk of cells emigrating from the thymus [referred to as recent thymic emigrants (RTEs)] is incorporated into the incipient T cell repertoire (*12*). Once the peripheral T cell niche is filled, homeostatic numbers of T cells need to be maintained, and this process involves both ongoing, low-level recruitment of RTEs, as well as the long-term preservation of existing naïve and memory cells. The active maintenance of naïve T cell quiescence requires the strict control of survival and mitogenic signals to avoid inducing cell differentiation. Interleukin-7 (IL-7) (*13*) and tonic TCR signaling (*14*, *15*) plays central roles in ensuring the survival and slow-paced turnover of naïve cells. In addition to IL-7 and tonic signaling, several other pathways and factors help to ensure the stability of naïve T cells. A number of transcriptional modulators are required to ensure appropriate gene expression by naïve T cells, and transcriptional repressors [nuclear factor κB–activating protein (*16*)], histone modifiers [histone deacetylase 3 (*17*)], transcription factors [runt-related transcription factor 1 (*18*), zinc finger protein 335 (*19*), and forkhead box protein O1 (*20*)], and transcriptional co-regulators [Ess2 (*21*)] are all necessary to establish and maintain the naïve T cell pool. The survival of naïve T cells in the periphery also requires the activity of the apoptotic regulators IκB kinase 2 and receptor-interacting protein kinase 1 (*22*–*25*), and control of cellular metabolism is key to acquiring a quiescent, mature naïve state (*26*–*28*).

Here, we identify Ndrg3 as a previously unknown regulator of postthymic T cell maturation. The N-myc downstream-regulated gene family (Ndrg) includes four members, Ndrg1 to Ndrg4, which are characterized by a defining Ndr domain (*29*). This Ndr domain forms an αβ-hydrolase fold-like structure; however, these proteins are thought to be nonenzymatic, as they lack the catalytic triad required for hydrolytic activity (*30*–*32*). Ndrg-family members have been implicated in a number of cellular and developmental processes, and accumulating evidence demonstrates that these proteins have important roles in T cell biology. Experiments in zebrafish have shown that ndrg1b expression can rescue T cell development in phosphatase and tensin homolog (PTEN)–deficient fish (*33*), and in mice and humans, Ndrg1 expression is up-regulated during anergy induction, although there are differing interpretations as to the functional role of Ndrg1 under these conditions (*34*, *35*). Furthermore, Ndrg2 has been identified as a tumor suppressor in adult T cell leukemia/lymphoma (*36*), where it is thought to modulate phosphatidylinositol 3-kinase (PI3K)-Akt signaling. Our interest in Ndrg3 was raised by the early observation that this gene was highly expressed in the embryonic thymus (*37*), and transcriptional profiling of immune cells has revealed that relative to other Ndrg-family members, Ndrg3 is highly expressed in T cells (*38*). To extend upon these observations, we have examined the consequences of Ndrg3 deficiency in T cells and found that Ndrg3 plays a critical role in promoting the survival and quiescence of naïve T cells in peripheral lymphoid organs.

## RESULTS

### Phenotypically normal thymocyte development in Ndrg3-deficient thymi

To investigate the role of Ndrg3 in T cell biology, we depleted Ndrg3 at an early stage of T cell development using a proximal Lck-Cre driver [pLck-Cre; (*39*)]. Western blot analysis confirmed that Ndrg3 was expressed in the thymus (fig. S1A) and that Ndrg3 was efficiently depleted in thymocytes from Ndrg3fl/fl; pLck-Cre+ mice (fig. S1B). Despite efficient deletion of Ndrg3, thymocyte development was largely normal in Ndrg3fl/fl; pLck-Cre+ (hereafter Ndrg3^TKO^) when compared to control mice (Ndrg3+/fl; pLck-Cre+, Ndrg3^ctrl^). Total thymocyte counts (Fig. 1A) and the proportions and total numbers of double-negative (DN), double-positive (DP), CD4 single-positive (CD4SP), and CD8 single-positive (CD8SP) subsets were unchanged in Ndrg3^TKO^ thymi relative to controls (Fig. 1B). Moreover, detailed examination of DP cells revealed that Ndrg3^TKO^ cells progressed normally through the DP1 to DP3 maturation stages (fig. S1, C to E) (*40*) and both the levels of CD69 expression (fig. S1F) and proportions of DP cells undergoing positive selection were unchanged (fig. S1G). Ndrg3^ctrl^ and Ndrg3^TKO^ mice also exhibited equivalent proportions of active caspase-3–positive cells (fig. S1H), indicating no major changes in cells undergoing negative selection (*41*). Likewise, examination of CD4SP and CD8SP thymocytes failed to reveal any changes in the expression of late maturation markers (fig. S1, I and J) (*42*). Therefore, on the basis of surface marker expression, the development of DN, DP, and SP subsets appeared to be largely normal in Ndrg3-deficient mice.

**Fig. 1.**
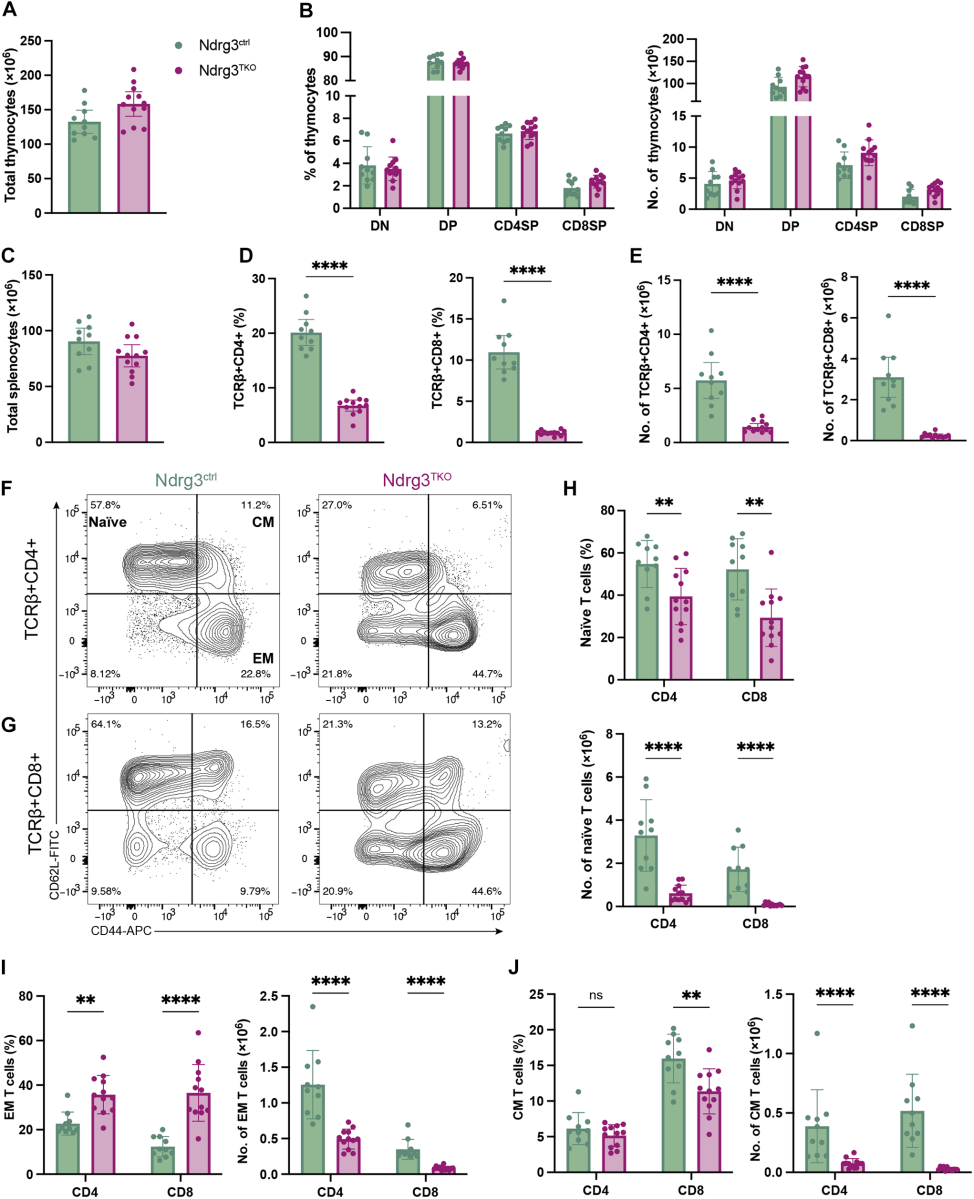
Ndrg3 is indispensable for peripheral T cells. Total thymocyte numbers from Ndrg3^ctrl^ (*Ndrg3^+/fl^;Lck-*cre+) and Ndrg3^TKO^ (*Ndrg3^fl/fl^;Lck*-cre+) mice are shown in (**A**). Proportions and cell numbers of DN, DP, CD4SP, and CD8SP thymocytes are depicted in (**B**). Total splenocyte numbers from Ndrg3^ctrl^ and Ndrg3^TKO^ are shown in (**C**). Proportions (**D**) and cell numbers (**E**) of TCRβ+CD4+ and TCRβ+CD8+ cells in the spleen. Representative gating of naïve (CD62L+CD44^low^), CM (CD62L+CD44^high^), and EM (CD62L−CD44^high^) subsets in TCRβ+CD4+ (**F**) and TCRβ+CD8+ (**G**) splenocytes. Proportions and cell numbers of naïve (**H**), EM (**I**), and CM (**J**) TCRβ+CD4+ and TCRβ+CD8+ splenocytes are quantified. Scatter dot plots are presented as the means ± SD with each symbol representing an individual mouse. Data collected from ≥2 experiments. Comparison between groups was calculated with unpaired *t* tests. **P < 0.01, ****P < 0.0001, and nonsignificant (ns) data indicate *P* > 0.05.

### Ndrg3 is necessary for the establishment of peripheral T cell populations

Analysis of peripheral T cell populations, however, revealed a different picture. Although total splenocyte numbers were similar (Fig. 1C), the proportions and absolute numbers of CD4+ and CD8+ T cells were markedly reduced in Ndrg3^TKO^ mice compared to controls (Fig. 1, D and E; gated as depicted in fig. S2, A and B). Staining for the maturation markers CD44 and CD62L revealed significant changes among naïve (CD44^low^CD62L+), effector memory (EM; CD44^high^CD62L−), and central memory (CM; CD44^high^CD62L+) T cell subsets in Ndrg3^TKO^ spleens (Fig. 1, F to J), and both CD4+ (Fig. 1F) and CD8+ (Fig. 1G) subsets were affected. In terms of absolute cell counts, all subsets (naïve, EM, and CM) were decreased in Ndrg3^TKO^ mice relative to controls (Fig. 1, H to J). The distribution of the remaining T cells present in Ndrg3^TKO^ mice was significantly skewed; naïve cell proportions were strongly reduced (Fig. 1H), while EM T cell proportions increased (Fig. 1I). These changes in naïve- and EM-type cells were observed in both the CD4+ and CD8+ subsets but were especially prominent among CD8+ cells. Proportions of CM cells were decreased among CD8+ T cells from Ndrg3^TKO^ mice; however, no change was observed among the corresponding CD4+ population (Fig. 1J). Notably, although regulatory T cells (T_regs_) were found in normal numbers and proportions in Ndrg3^TKO^ thymi (fig. S2, C and D), the proportion of Foxp3+CD25+ T_regs_ in the spleen was slightly increased within the total CD4+ T cell population (fig. S2E). Nonetheless, the total numbers of peripheral T_regs_ were reduced (fig. S2E). Collectively, these data indicated that Ndrg3 has an important role in regulating peripheral CD4+ and CD8+ T cell homeostasis and that CD8+ T cells are more sensitive to Ndrg3 loss than CD4+ cells (fig. S2G).

### Loss of naïve T cell quiescence in Ndrg3^TKO^ mice

As the effects of Ndrg3 deficiency were more prominent in CD8+ T cells than in CD4+ T cells, we focused on the CD8+ subset for the remainder of this study. Staining with a panel of antibodies against diverse TCR Vα and Vβ elements demonstrated that while TCR repertoires were similar among CD8SP cells from Ndrg3^TKO^ and Ndrg3^ctrl^ mice, Vα and Vβ usage was skewed in the spleen of Ndrg3^TKO^ mice (fig. S2, H to O). These results once again indicated that the phenotypic consequences of Ndrg3 loss manifest during the transition from thymic to peripheral T cell development. Therefore, to determine the cause of peripheral CD8 T cell reduction upon Ndrg3 loss, we next analyzed RTE populations using a Rag2-EGFP reporter (*43*). We detected no difference in enhanced green fluorescent protein (EGFP) expression levels between CD8SP cells isolated from the thymi of Rag2-EGFP–transgenic Ndrg3^ctrl^ and Ndrg3^TKO^ mice (Fig. 2A), indicating the normal export of RTEs, as EGFP^lo/−^ cells did not accumulate in Ndrg3-deficient mice. Conversely, examination of splenocytes showed that EGFP+ RTEs accounted for a much greater proportion of the CD8+ T cells present in Ndrg3^TKO^ mice than in Ndrg3-sufficient controls (Fig. 2, B and C). In control mice, RTEs accounted for ~7% of the total CD8+ T cell pool; however, among the few CD8+ T cells present in Ndrg3^TKO^, more than a quarter of the cells were EGFP+ RTEs (Fig. 2C). Staining with annexin V failed to reveal any significant changes in rates of apoptosis among CD8SP thymocytes or RTEs in the spleen (Fig. 2D), suggesting that the diminished number of T cells in Ndrg3^TKO^ mice is not due to the immediate loss of RTEs themselves but rather due to defective peripheral T cell maturation. In support of this, we observed an increase of annexin V+ T cells from Ndrg3^TKO^ mice as they matured: Unlike CD8SP thymocytes and RTEs, CD8+CD44^low^ cells exhibited enhanced rates of apoptosis compared to controls, and this effect was even more prominent in the CD8+CD44^high^ compartment (Fig. 2E). Given that T cell homeostasis requires balanced levels of cell replacement and loss, we next examined rates of homeostatic proliferation among the peripheral naïve CD8+ T cells in Ndrg3^TKO^ mice. Cell cycle analysis revealed that the loss of Ndrg3 in CD8+ T cells stimulated the progression of Ndrg3^TKO^ cells into the cell cycle, as we observed that the proportion of naïve CD8+ T cells in the G_1_ phase was significantly increased relative to controls (Fig. 2F). Intracellular staining for the proliferation marker Ki-67 supported this conclusion and revealed that approximately one-third of the CD62L+CD44^low^CD8+ T cells in Ndrg3^TKO^ were Ki-67+ (Fig. 2G). The naïve CD8+ T cell population in Ndrg3-deficient mice therefore appears to have lost its quiescent state and is characterized by increased rates of both apoptosis and proliferation. Consequently, we aimed to find the cause of enhanced rates of proliferation in naïve Ndrg3-deficient T cells, which occurred even in the absence of intentional antigen stimulation.

**Fig. 2.**
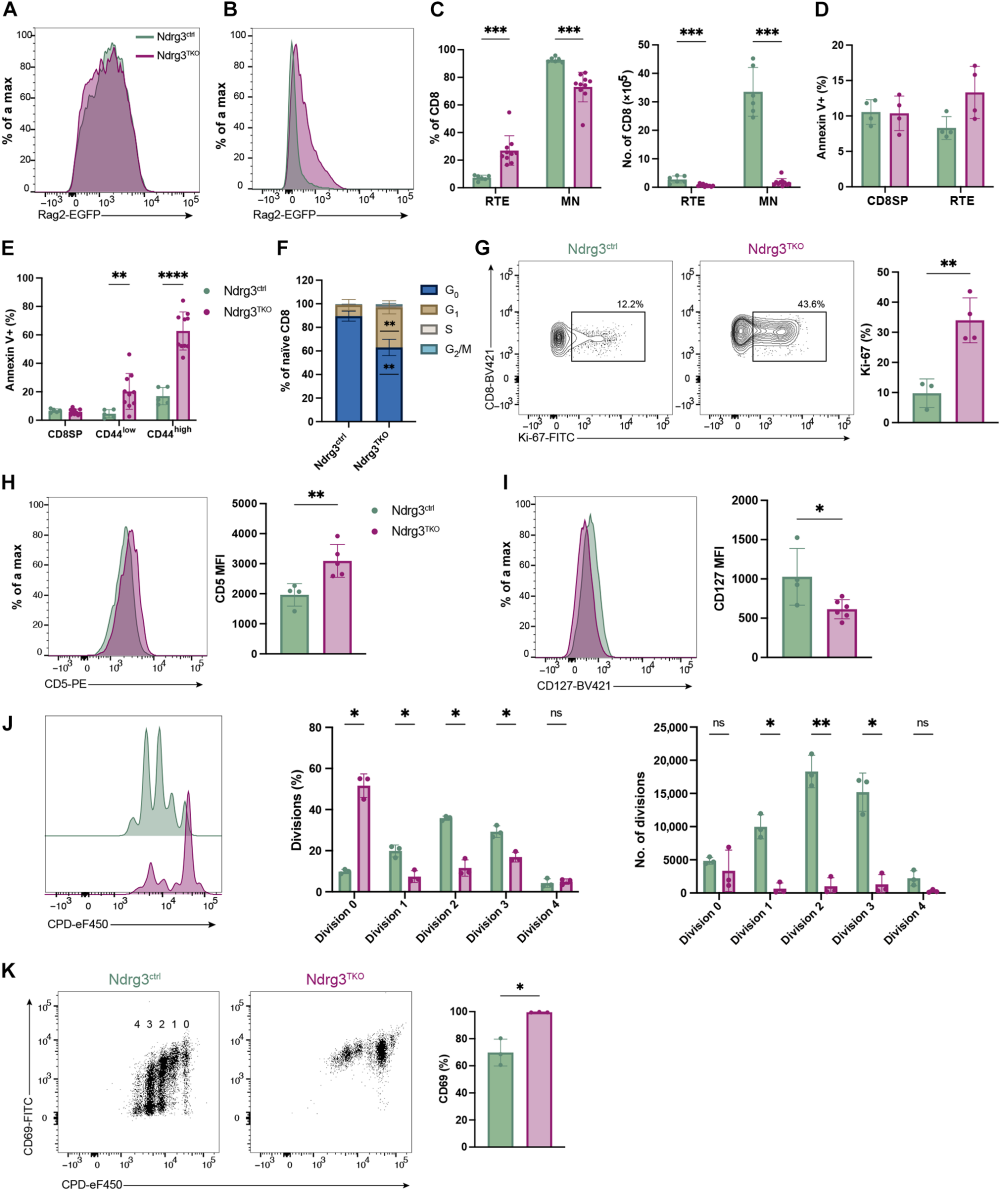
Ndrg3 deficiency impairs T cell homeostasis and results in increased apoptosis. Representative histograms of EGFP expression from Rag2-EGFP+Ndrg3^ctrl^ (*Ndrg3^+/fl^;Lck*-cre+;Rag2-EGFP) and Ndrg3^TKO^ (*Ndrg3^fl/fl^;Lck*-cre+;Rag2-EGFP) mice in CD8SP thymocytes and TCRβ+CD8+ splenocytes are shown in (**A**) and (**B**), respectively. Proportions and cell numbers of RTE and mature naïve (MN) T cells are quantified in (**C**). Proportions of annexin V+ cells among CD8SP and RTE are presented in (**D**). Annexin V+ proportions in CD8SP thymocytes and CD44^low^ and CD44^high^ TCRβ+CD8+ splenocytes from Ndrg3^ctrl^ and Ndrg3^TKO^ mice are depicted in (**E**). Cell cycle analysis of TCRβ+CD8+CD62L+CD44^low^ cells is shown in (**F**). G_0_ (Ki-67^neg^DAPI^low^), G_1_ (Ki-67^pos^DAPI^low^), S (Ki-67^pos^DAPI^intermidiate^), and G_2_/M (Ki-67^pos^DAPI^high^). Representative gating of Ki-67+ cells in TCRβ+CD8+CD62L+CD44^low^ population is shown and quantified in (**G**). Flow cytometry histograms and quantifications of CD5 and CD127 expression in TCRβ+CD8+CD62L+CD44^low^ cells are shown in (**H**) and (**I**), respectively. Naïve CD8 (CD8+CD62L+CD44^low^) T cells (8 × 10^4^) from Ndrg3^ctrl^ and Ndrg3^TKO^ mice were labeled with cell proliferation dye (CPD) and stimulated with anti-CD3– and anti-CD28–coated beads for 48 hours at 37°C. Depicted in (**J**) are flow cytometry histograms illustrating division peaks (left panel) and quantifications of dividing cell proportions (middle panel) and numbers (right panel) after 48 hours of culture. Representative gating and proportions of CD69+ cells in proliferating naïve T cells are presented in (**K**). Scatter dot plots are presented as the means ± SD with each symbol representing an individual mouse. Data were collected from ≥2 experiments. Comparison between groups was calculated using unpaired *t* tests. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, and ns data indicate *P* > 0.05.

### Ndrg3 maintains the balance of homeostatic signals required for the survival of peripheral T cells

Homeostatic proliferation is largely dependent on tonic TCR signals and IL-7 signaling (*4*). We first questioned whether tonic signaling is maintained in Ndrg3-deficient mice. As CD5 expression has been previously described to reflect the intensity of tonic signaling (*44*), and high-avidity TCRs have a survival advantage under homeostatic conditions (*45*), we used CD5 expression to assess the tonic signaling strength and TCR avidity of CD8+ T cells in Ndrg3-deficient mice (*46*, *47*). No difference in CD5 levels was detected between Ndrg3^ctrl^ and Ndrg3^TKO^ CD8SP thymocytes (fig. S3A). In contrast, naïve CD8+ T cells in the spleen from Ndrg3^TKO^ displayed increased CD5 expression compared to controls (Fig. 2H), indicating that the surviving CD8+ cells in Ndrg3-deficient mice may be expressing high-avidity TCRs capable of enhanced tonic signaling. Furthermore, as IL-7 is a central regulator of T cell survival and homeostasis (*13*), we examined the expression of CD127 (IL-7Rα) by Ndrg3-deficient T cells. In the thymus, Ndrg3^ctrl^ and Ndrg3^TKO^ CD8SP thymocytes expressed equivalent levels of CD127 (fig. S3B); however, CD127 was significantly reduced in naïve Ndrg3-deficient CD8+ T cells isolated from the spleen (Fig. 2I). These differences were the most pronounced among naïve Ndrg3-deficient CD8+ T cells; Ndrg3^TKO^ CM cells exhibited increased Ki-67 and CD5 expression but normal levels of CD127, and Ndrg3^TKO^ EM cells displayed levels of Ki-67, CD5, and CD127 similar to controls (fig. S3, C to H). It has been previously described that cell surface IL-7 receptor levels can be regulated by transcriptional mechanisms (*48*) or by ligand binding and receptor internalization (*49*). To test whether Ndrg3-deficient T cells express diminished surface CD127 because of an intrinsic defect or because of increased ligand-induced internalization, we sorted naïve (CD8+CD44^low^CD62L+) splenocytes from Ndrg3^ctrl^ and Ndrg3^TKO^ mice (fig. S4A) and cultured them overnight in media alone in the absence of IL-7. Under these conditions, surface expression of CD127 normalized (fig. S4B), demonstrating that there is no intrinsic defect in the ability of Ndrg3-deficient cells to express the IL-7 receptor. This finding indicates that low surface CD127 levels among CD8+ T cells from Ndrg3-deficient mice are due to continuous IL-7 stimulation and receptor internalization. Furthermore, when stimulated with IL-7 in culture overnight, Ndrg3^ctrl^ and Ndrg3^TKO^ CD8+ T cells exhibited equivalent levels of signal transducers and activators of transcription 5 phosphorylation (fig. S4C), indicating that Ndrg3-deficient cells are capable of responding to IL-7 despite the low expression of its receptor in vivo. Collectively, these results indicate that the surviving naïve CD8+ T cells in Ndrg3^TKO^ are skewed toward high CD5 expression and are exposed to chronic IL-7 signaling because of reduced consumption of this cytokine under lymphopenic conditions (*50*).

### Diminished proliferation and augmented cytokine secretion upon stimulation of Ndrg3-deficient T cells

Having demonstrated that Ndrg3-deficient cells lose quiescence and exhibit increased susceptibility to apoptosis, we next examined whether Ndrg3-deficient cells exhibited similar defects when activated. Preliminary experiments revealed that Ndrg3 protein levels increased in wild-type T cells 48 hours after activation with anti-CD3/CD28 (fig. S4D), and we therefore asked whether loss of Ndrg3 affects the response of naïve CD8+ T cells to antigen activation. To investigate this question, we isolated Ndrg3^TKO^ naïve CD8+ cells and performed in vitro proliferation assays. We found that Ndrg3 deficiency impairs the T cell response to activation as most Ndrg3^TKO^ cells failed to divide when stimulated with αCD3/CD28–coated beads (Fig. 2J). In contrast, Ndrg3^ctrl^ cells underwent one to four divisions after 48-hour stimulation. Curiously, although naïve T cells lacking Ndrg3 did not proliferate efficiently, they were nevertheless activated, as revealed by the high expression of the early activation marker CD69 at all division stages (Fig. 2K). CD8+ T cells from Ndrg3^ctrl^ mice also expressed high levels of CD69; however, this activation marker was gradually down-regulated as cells proliferated. Conversely, Ndrg3^TKO^ exhibited little down-regulation of CD69, even among the few cells that managed to divide. Notably, although Ndrg3^TKO^ cells proliferated less than controls in response to anti-CD3/CD28 stimulation, they secreted much higher levels of the cytokines interferon-γ (IFN-γ) and tumor necrosis factor–α (TNF-α) (fig. S4E). Naïve, Ndrg3-deficient T cells also exhibited defective proliferative responses when pharmacologically activated with phorbol 12-myristate 13-acetate (PMA)/ionomycin (fig. S4F), demonstrating that this defect is not unique to direct TCR activation elicited by αCD3/CD28. In conclusion, although Ndrg3-deficient naïve cells could be readily activated, they responded abnormally to antigenic stimulation, in that they failed to expand in number, and secreted exaggerated levels of pro-inflammatory cytokines compared to the control cells.

### High-affinity TCR promotes the survival of naïve T cells in Ndrg3-deficient mice

Our results so far indicated that Ndrg3-deficient CD8+ T cells were able to egress the thymus but failed to efficiently establish themselves in the immune periphery. Intriguingly, increased CD5 expression in Ndrg3^TKO^ (Fig. 2H) suggested that surviving naïve cells in the periphery were enriched for the expression of high-avidity TCRs; however, it remained possible that the increased CD5 levels were instead the result of their loss of quiescence among Ndrg3-deficient cells. Therefore, to investigate whether the change in the avidity of TCR could be the cause of naïve cell loss in Ndrg3^TKO^ naïve cells, we used two TCR-transgenic models on the basis of the expression of either a low-avidity HY-TCR transgene (*51*) or high-avidity P14 transgene (*52*). We first tested how the low-avidity HY-TCR influenced the phenotype of Ndrg3-deficient peripheral T cells. In this model, we used a clonotypic antibody to divide peripheral T cells from female, HY-TCR–transgenic, Ndrg3^ctrl^ or Ndrg3^TKO^ mice into populations that expressed the transgenic TCR and cells that expressed polyclonal, endogenously rearranged TCRs (Fig. 3A). HY-TCR–expressing cells were proportionally enriched in Ndrg3^TKO^;HY-TCRTg mice relative to Ndrg3^ctrl^;HY-TCRTg controls; nonetheless, the expression of the TCR transgene could not restore the CD8+ T cell population in Ndrg3-deficient mice (Fig. 3, A and B). Moreover, examination of CD44 and CD62L expression revealed that the HY-TCR did not rescue the naïve T cell population in Ndrg3-deficient animals (Fig. 3, C and D), and as previously reported (*15*), expression of this low-avidity TCR failed to support differentiation of EM cells under homeostatic conditions (Fig. 3C). Polyclonal CD8+ T cells from the same mice, however, revealed a strong skewing toward an EM phenotype in the absence of Ndrg3 (Fig. 3C), as was seen previously in non–TCR-transgenic, Ndrg3-deficient mice (Fig. 1I). Furthermore, expression of the HY-TCR failed to restore normal levels of the IL-7 receptor expression (Fig. 3E), and Ndrg3-deficient, HY-TCR–expressing cells still exhibited increased rates of apoptosis relative to controls (Fig. 3F). Contrastingly, in male mice, which express the cognate antigen recognized by the HY-TCR, Ndrg3 deficiency had little effect on HY-TCR–expressing CD8+ T cell development and maturation. The thymi of both Ndrg3TKO;HY-TCRTg and Ndrg3ctrl;HY-TCRTg male mice exhibited the low overall cellularity (fig. S5A) and proportions of DP thymocytes (fig. S5B), as previously reported (*51*). The total numbers of DN, DP, CD4SP, and CD8SP thymocytes were similar in both Ndrg3ctrl and Ndrg3TKO mice expressing the HY-TCR (fig. S5B), indicating that Ndrg3 deficiency did not impair negative selection processes in the thymus of male mice. As clonal deletion is not complete in male HY-TCR–transgenic mice, we further investigated peripheral CD8+ T cell populations in the spleens of Ndrg3TKO;HY-TCRTg and Ndrg3ctrl;HY-TCRTg mice to see whether Ndrg3 influenced peripheral maturation in a setting of chronic self-stimulation. In male TCR-transgenic mice, >90% of splenic CD8+ T cells expressed the HY-TCR, and few polyclonal T cells were present (fig. S5, C and D), regardless of Ndrg3 status. Intriguingly, we observed no differences in the proportions or numbers of naïve, CM, or EM subsets (fig. S5, E to C) between Ndrg3-sufficient and Ndrg3-deficient male, HY-TCR–transgenic mice. These findings demonstrated that while Ndrg3 was important for the survival of low-avidity HY-TCR–expressing cells in female mice, it was dispensable in male mice where cells bearing the same TCR receive chronic, high-avidity stimulation.

**Fig. 3.**
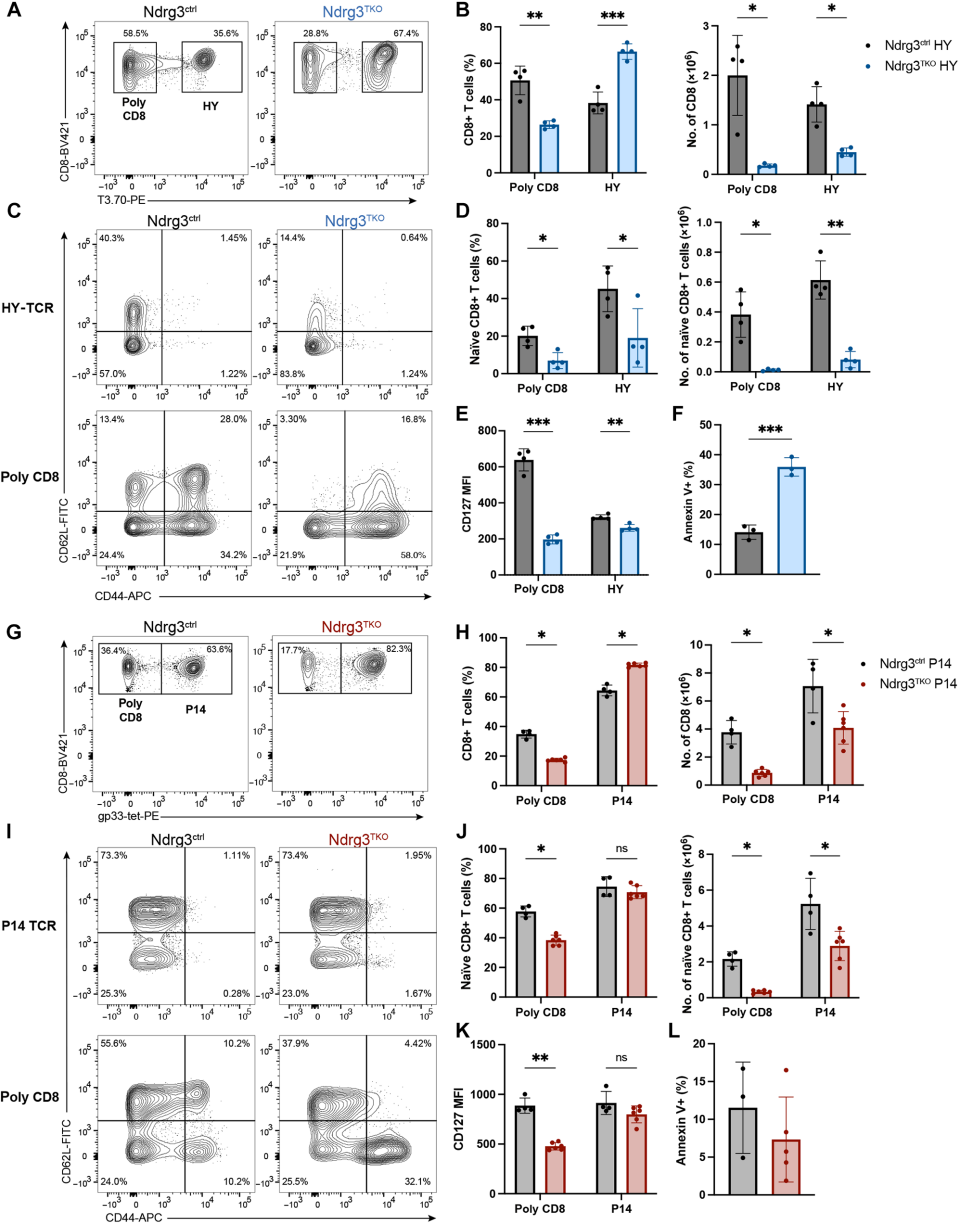
High-affinity P14 TCR partially rescues naïve T cell populations in Ndrg3^TKO^ mice. Representative gating of polyclonal CD8 (CD8+T3.70−) and HY CD8 (CD8+T3.70+) cells among splenocytes harvested from 6-week-old female Ndrg3^ctrl^ HY (*Ndrg3^+/fl^;Lck*-cre+;HY) and Ndrg3^TKO^ HY (*Ndrg3^fl/fl^;Lck*-cre+;HY) mice is presented in (**A**). Proportions and numbers of CD8 T cells from the spleen are depicted in (**B**). Representative gating of naïve CD8 (CD8+CD62L+CD44^low^) splenocytes from Ndrg3^ctrl^ HY and Ndrg3^TKO^ HY mice is shown in (**C**), and proportions and numbers are quantified in (**D**). Median fluorescence intensity (MFI) of CD127 in CD8+ splenocytes is presented in (**E**). Proportions of annexin V+ cells in HY CD8 splenocytes are shown in (**F**). Representative gating of polyclonal CD8 (CD8+gp33-tetramer−) and P14 CD8 (CD8+gp33-tetramer+) splenocytes from Ndrg3^ctrl^ P14 (*Ndrg3^+/fl^;Lck*-cre+;P14) and Ndrg3^TKO^ P14 (*Ndrg3^fl/f^;Lck*-cre+;P14) mice is illustrated in (**G**). Proportions and cell numbers of polyclonal CD8 and P14-expressing CD8 splenocytes are quantified in (**H**). Representative flow cytometry gating of naïve CD8 (CD8+CD62L+CD44^low^) polyclonal and P14 CD8 cells is shown in (**I**) and quantified in (**J**). MFI of CD127 is shown in (**K**). The percentage of annexin V+ cells in P14 CD8 splenocytes is presented in (**L**). HY-TCR data were collected from female mice only. All data originate from ≥2 experiments. Scatter dot plots are presented as the means ± SD with each symbol representing an individual mouse. Comparison between groups was calculated with unpaired *t* tests. *P < 0.05, **P < 0.01, ***P < 0.001, and ns data indicate *P* > 0.05.

To test whether this was also true in the case of a high-avidity TCR, which, unlike the HY-TCR in male mice, is not subject to partial clonal deletion in the thymus, we next expressed the high-avidity P14 TCR (*52*) in an Ndrg3-deficient background. In this instance, we used a gp33 tetramer to distinguish cells expressing the transgenic TCR and those expressing an endogenous TCR (Fig. 3G). Comparisons of these populations revealed that the P14 TCR conferred a survival advantage to Ndrg3-deficient T cells. We observed a partial recovery of total CD8+ T cell numbers (Fig. 3H) in these mice, and expression of the P14 TCR allowed normal proportions of naïve T cells to develop in Ndrg3-deficient mice, although absolute numbers of naïve, P14-expressing cells were still reduced relative to Ndrg3-sufficient controls (Fig. 3, I and J). This rescue effect was cell intrinsic, as polyclonal CD8+ T cells isolated from Ndrg3-deficient, TCR-transgenic mice exhibited reduced proportions of naïve cells and increased proportions of EM-type cells, as we previously observed (Fig. 3, I and J). In addition, expression of the P14 TCR was also sufficient to restore CD127 levels in Ndrg3^TKO^ cells (Fig. 3K) and suppress apoptosis, as measured by annexin V staining (Fig. 3L). Collectively, these data demonstrate that high-avidity TCRs can partially compensate for the loss of Ndrg3 and suggest that Ndrg3 acts to fine tune TCR tonic signaling under homeostatic conditions. Given that expression of the P14 TCR was able to substantially rescue the naïve T cell population in Ndrg3-deficient mice, we further tested whether these cells could respond to antigen activation. When stimulated in vitro using αCD3/CD28–coated beads, naïve P14-expressing, Ndrg3-deficient CD8+ T cells proliferated less than Ndrg3-sufficient controls (Fig. 4, A and B). As was the case for nontransgenic cells, many P14+;Ndrg3^TKO^ cells failed to expand; however, these cells were nevertheless activated (Fig. 4C) and secreted much higher levels of IFN-γ and TNF-α than Ndrg3-sufficient controls (Fig. 4D). In contrast, however, we found that when naïve P14-expressing, Ndrg3-deficient CD8+ T cells were strongly stimulated with gp33 peptide–loaded splenocytes, they proliferated similarly to control cells (fig. S6, A and B), although they still secreted abnormal amounts of IFN-γ and TNF-α (fig. S6C). These results further indicate that high TCR avidity and signal strength can at least partially compensate for the absence of Ndrg3 in naïve CD8+ T cells.

**Fig. 4.**
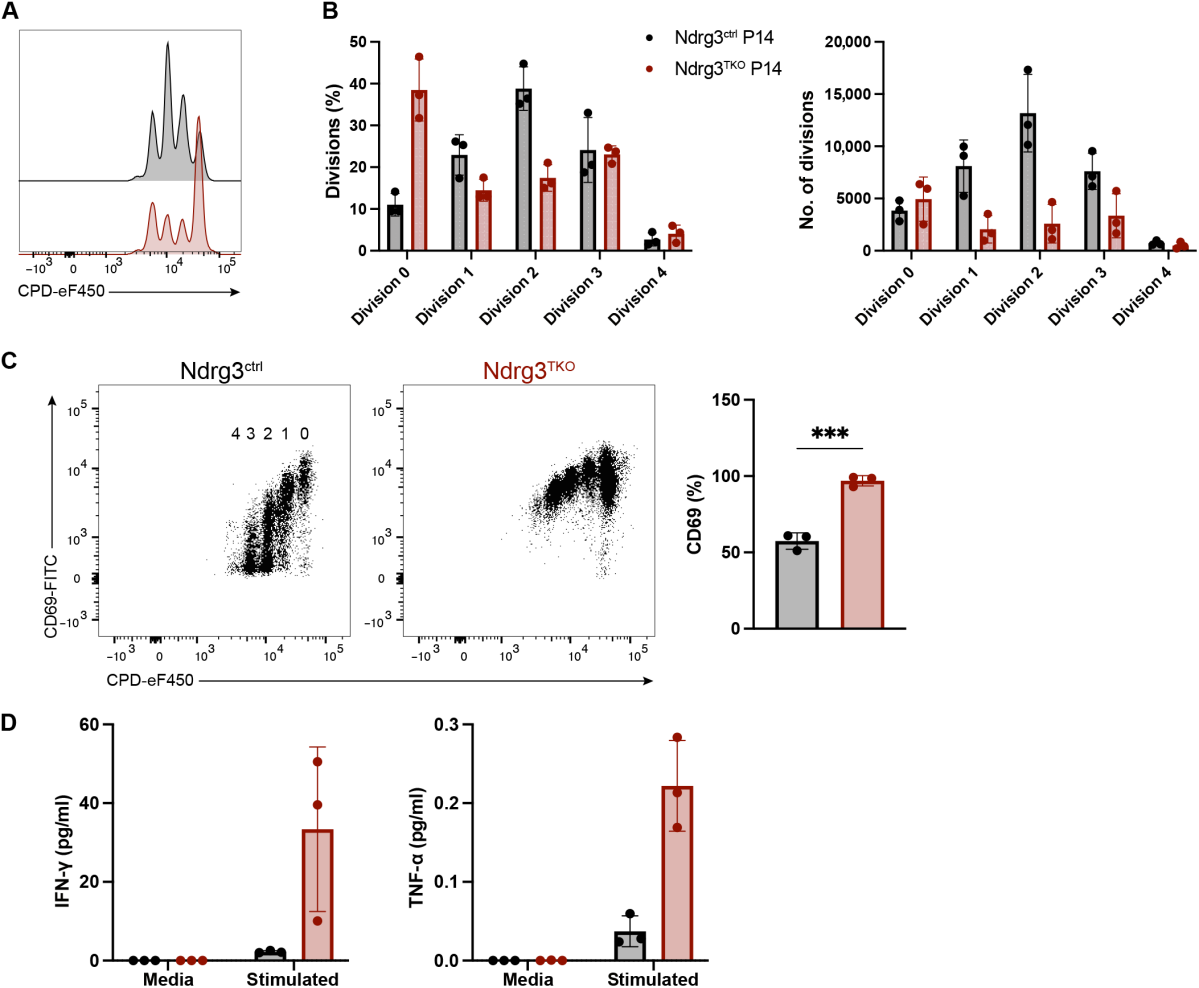
Ndrg3-deficient naïve CD8+ T cells expressing a high-avidity TCR fail to respond normally to activation. Purified 8 × 10^4^ naïve CD8 splenocytes (CD8+CD62L+) from Ndrg3^ctrl^ P14 and Ndrg3^TKO^ P14 mice were labeled with CPD and incubated with anti-CD3– and anti-CD28–coated beads at 37°C for 48 hours. Representative flow cytometry histograms illustrating division peaks are shown in (**A**). Dividing cell proportions (left panel) and numbers (right panel) are quantified in (**B**). Expression of CD69 in proliferating cells is presented and quantified in (**C**). Concentrations (pg/ml) of IFN-γ and TNF-α released to cell culture medium by proliferating (stimulated) or unstimulated (media) P14 naïve CD8 T cells are shown in (**D**). Scatter dot plots are presented as the means ± SD with each symbol representing an individual mouse. Data were collected from three experiments. Comparison between groups was calculated with unpaired *t* tests. ***P < 0.001.

### Ndrg3 is required for the normal expression of Eomes and Tbet

Our studies indicated that Ndrg3-deficient CD8+ T cells were defective in transitioning from CD8SP thymocytes into mature naïve peripheral T cells. 

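RNA was prepared from 400000 sorted CD8SP TCRβ+MHC1 high thymocytes of each of 4 Ndrg3 ctrl mice and 4 Ndrg3 TKO mice, and the 2 groups differ in carrying 1 or 2 floxed Ndrg3 alleles beside Lck-cre. The authors trimmed the reads with cutadapt, aligned them to the mouse genome with STAR and counted them on genes with featureCounts, and the counts they deposited are not normalized. The table holds 47937 genes. Total counts per library ranged from 21126698 to 32668081, with a median of 27972527.5 in Ndrg3 ctrl and 31022668.5 in Ndrg3 TKO (p = 0.0571, 2-sided exact permutation test, n = 4 per group). The floor of 3 counts corresponds to between 0.0918 and 0.142 CPM (counts normalized to the library total) in these libraries. Genes with enough counts by edgeR's filterByExpr, 14633 in all, were scaled by the TMM method and compared between the groups. The libraries of both groups are numbered as replicates 1 to 4. Once the group mean of each gene had been removed, same-numbered Ndrg3 ctrl and Ndrg3 TKO libraries correlated across genes with r = 0.240, 0.512, −0.0572 and 0.387 for replicates 1 to 4, a mean of 0.271, against a mean of −0.0883 for the differently numbered pairs. Genes are not independent replicates, so these correlations carry no test. Removing the group means makes the correlations nearly cancel over all pairs. The mean of the differently numbered pairs thus largely follows from that of the same-numbered ones. Because the mean of the same-numbered pairs exceeds 0.1, the main results are also given from another fit with the replicate number as a block. Counts of 4 Y-linked genes summed to 340.5 CPM in Ndrg3 ctrl replicate 2, 379 in Ndrg3 TKO replicate 2 and 416 in Ndrg3 TKO replicate 3, and to at most 0.0752 in the other libraries. Of the same-numbered pairs, only replicate 3 thus differs in Y-linked counts. Pairs of either kind that differ in them all had negative correlations, from −0.398 to −0.0572. Differently numbered pairs alike in them ranged from −0.0339 to 0.194, below the same-numbered pairs alike in them (0.240, 0.512 and 0.387). Sex may therefore account for part of the gap between the 2 means.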

To identify the early event(s) behind this defect, we performed RNA sequencing (RNA-seq) on MHC1+ mature CD8SP thymocytes sorted from Ndrg3^ctrl^ and Ndrg3^TKO^ mice (fig. S7A). 

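Between Ndrg3 TKO and Ndrg3 ctrl CD8SP thymocytes, 168 of the tested genes had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 116 of them higher and 52 lower in Ndrg3 TKO. In each of the 168, the 4 Ndrg3 TKO libraries all lay on one side of the 4 Ndrg3 ctrl libraries. Such a separation was seen in 1030 tested genes, or 7.04%, and chance alone gives 2.86%. With the replicate number as a block, 800 genes passed the same threshold, 435 higher and 365 lower, and 164 of the 168 genes were among them. Among the settings tried, this block moved the number of genes most, apart from the block together with Y-linked expression as a covariate. That setting was chosen after seeing the data and gave 1146. Y-linked counts differ within a pair almost only in replicate 3, so there the comparison rests mainly on replicates 1, 2 and 4. With each mouse left out in turn, 90 to 158 genes passed. Of the 502 genes the paper lists in data S1, each was tested here and changed in the direction the paper gives. The 168 came from edgeR without a block and held 145 of them, while the paper names DESeq2. DESeq2 without a block called 248 of the 502. With the replicate block, chosen after seeing the values, DESeq2 called 500 of them.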

Differential gene expression analysis revealed 205 down-regulated genes and 298 up-regulated genes in Ndrg3^TKO^ cells relative to controls (fig. S7B and data S1), with a number of pathways dysregulated (fig. S7, C and D). 

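Ndrg3, the gene targeted in these mice, lies on chromosome 2 of GRCm38 from 156927345 to 156992056 (ENSMUSG00000027634). The reads were counted over all its exons, the floxed one included, and its count, normalized for library size, was 2336 ± 28.9 (SD, n = 4 mice) in Ndrg3 ctrl and 1500.1 ± 87.2 (SD, n = 4) in Ndrg3 TKO. The log2 fold change was −0.64 (standard error 0.0526, adjusted p = 1.04e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block it was −0.64 (standard error 0.0457, adjusted p = 1.02e-07 from the same test). Eomes lies on chromosome 9 from 118478212 to 118486132 (ENSMUSG00000032446). Its normalized count was 441 ± 69.5 (SD, n = 4) in Ndrg3 ctrl and 184 ± 28.8 (SD, n = 4) in Ndrg3 TKO, a log2 fold change of −1.26 (standard error 0.135, adjusted p = 1.70e-04 from edgeR's test). With the block, the log2 fold change of Eomes was −1.26 (standard error 0.115, adjusted p = 2.96e-06). For both genes every Ndrg3 TKO mouse had a lower count than every Ndrg3 ctrl mouse (2-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). With each mouse left out in turn, the log2 fold change stayed between −0.67 and −0.61 for Ndrg3 and between −1.34 and −1.16 for Eomes. Among the genes with lower counts in Ndrg3 TKO, Ndrg3 ranked 1 and Eomes 2 by p-value, and with the block Ndrg3 ranked 1 and Eomes 4. By the size of the change, 14 genes past the threshold fell more than Ndrg3, and 3 fell more than Eomes. These 3, looked up after their values were seen, were Ccl5, Cxcr3 and 1700061G19Rik. Of the other Ndrg genes, Ndrg1 had a log2 fold change of −0.49 (standard error 0.0692, adjusted p = 0.00209; with the block −0.49 and 2.53e-06), while Ndrg2 and Ndrg4 did not pass the threshold with or without the block. An innate or virtual memory CD8 marker set without Eomes had a mean log2 fold change of −0.36 among the 10 of 15 members tested. That mean rested on Ccl5 (−2.39) and Cxcr3 (−1.55), while the other tested members lay between −0.07 and 0.31. The set's mean was −0.37 with the block and −0.14 with at least 10 counts in every library. Without a filter on low counts it was −0.74 (−0.76 with the block), where members with few counts weigh in. The paper searched these data for the early event behind the defective transition of CD8SP thymocytes into naive T cells, and it follows Eomes further because of its roles in the differentiation and function of T cells.

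**Figure D1:**
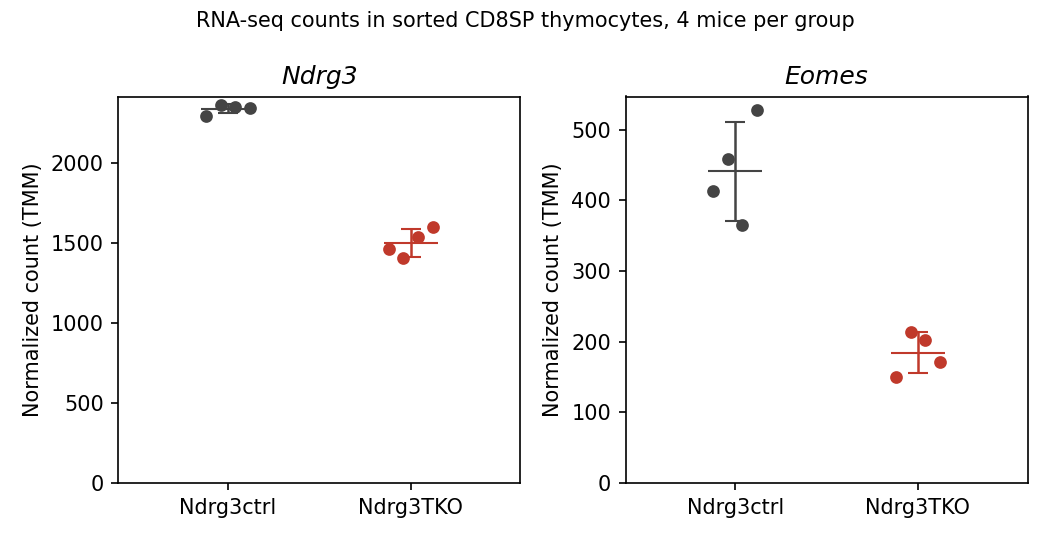
TMM-normalized counts of Ndrg3 (left) and Eomes (right) in each of the 4 Ndrg3 ctrl and 4 Ndrg3 TKO mice (points), with the mean (long bar) and SD (error bar). Both axes start at 0. The lowest Ndrg3 ctrl count was 2294 for Ndrg3 and 364 for Eomes, and the highest Ndrg3 TKO count was 1601 and 214.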

Analysis of the top 25 differentially expressed genes revealed that the two most down-regulated genes in CD8SP thymocytes from Ndrg3^TKO^ mice were *Ndrg3* and the T-box transcription factor *Eomes* (Fig. 5A). Intracellular staining of CD8SP thymocytes confirmed the down-regulation of Eomes in Ndrg3-deficient cells (Fig. 5B). Given that Eomes has multiple roles in modulating T cell differentiation and function (*53*–*56*), we further investigated Eomes expression in peripheral CD8+ T cells and observed that the frequency of Eomes-expressing cells was also reduced among CD8+ T cells from the spleen of Ndrg3^TKO^ mice (Fig. 5C). As Eomes and Tbet are often expressed in reciprocal patterns (*57*), we investigated whether Tbet expression was also altered in Ndrg3^TKO^ mice. In contrast to Eomes, we found that proportions of Tbet+ cells were significantly increased in Ndrg3^TKO^ mice compared to controls (Fig. 5D). To better characterize the interplay of Eomes and Tbet expression, we performed additional costaining and found that Ndrg3-deficient CD8+ T cells exhibited an overall decrease in the proportion of Eomes–single-positive cells and an increase in the proportion of Tbet–single-positive cells, while proportions of Eomes+Tbet+–double-positive cells were unchanged (Fig. 5E). These changes were primarily due to a reduction in Eomes–single-positive cells in the CD8+CD44^low^ fraction (Fig. 5F) and an increase of Tbet–single-positive cells within the CD8+CD44^high^ fraction (Fig. 5G) of Ndrg3^TKO^ mice. Given that T cell factor 1 (Tcf1) is an important regulator of Eomes expression (*58*), we analyzed Tcf1 expression in DP and CD8SP thymocytes, as well as in splenic CD8+ T cells, but found no differences between Ndrg3-deficient and control mice (fig. S7, E to G), demonstrating that the reduction of Eomes+ cells in Ndrg3^TKO^ mice is not due to diminished expression of Tcf1. Eomes is expressed in several CD8+ T cell subsets and is strongly associated with memory-like cells, including virtual memory (VM) cells (*59*), which can make up a substantial fraction of the peripheral T cell pool. We therefore asked whether VM populations were altered in Ndrg3-deficient mice and used flow cytometry to identify VM (CD44^high^CD49d^low^CD62L+) and true memory (TM; CD44^high^CD49d^high^CD62L+) cells (*60*). Compared to Ndrg3^ctrl^ mice, VM proportions were reduced among CD8+ T cells from Ndrg3^TKO^ (Fig. 5H), consistent with the decreased frequency of Eomes expression in the absence of Ndrg3.

**Fig. 5.**
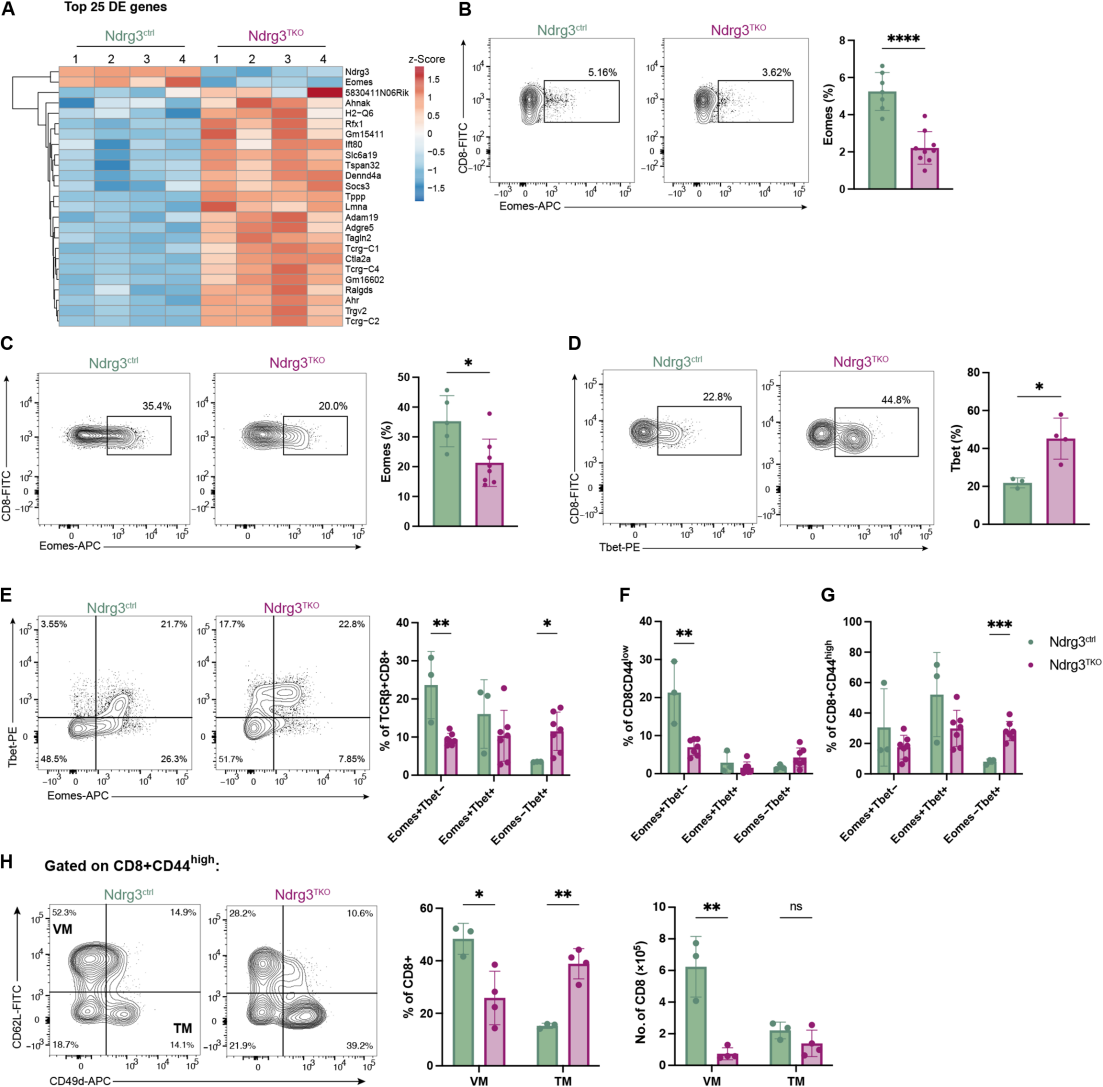
Ndrg3-deficient CD8+ T cells exhibit changes in the expression of the T-box transcription factors, Eomes and Tbet. CD8SP TCRβ+MHC1^high^ thymocytes were sorted and submitted for bulk RNA-seq analysis. The top 25 differentially expressed (DE) genes between Ndrg3^TKO^ and Ndrg3^ctrl^ are shown in (**A**). The heatmap shows the row *z*-score of counts. Four independent biological replicates were analyzed. Flow cytometry analysis of Eomes expression in CD8SP thymocytes from Ndrg3^ctrl^ and Ndrg3^TKO^ mice is illustrated in (**B**). Representative flow cytometry gating and quantification of Eomes (**C**) and Tbet (**D**) expression in TCRβ+CD8+ splenocytes. Flow cytometry plots representing the gating strategy for the coexpression of Eomes and Tbet in TCRβ+CD8+ splenocytes (**E**) and quantification of proportions in total TCRβ+CD8+ (E), TCRβ+CD8+CD44^low^ (**F**), and TCRβ+CD8+CD44^high^ (**G**). Representative gating strategy and proportions of CD8+ VM (CD8+CD62L+CD44^high^CD49d^low^) and TM (CD8+CD62L+CD44^high^CD49d^high^) splenocytes are presented in (**H**). Scatter dot plots originate from ≥2 experiments and are presented as the means ± SD with each symbol representing an individual mouse. Comparison between groups was calculated with unpaired *t* tests. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, and ns data indicate *P* > 0.05.

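Of the 25 genes shown in Fig. 5A, 23 had higher and 2 had lower counts in Ndrg3 TKO, and 24 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate number as a block, 25 passed. The exception without the block was 5830411N06Rik, with a log2 fold change of 1.15 (standard error 0.431, adjusted p = 0.408), which became 1.11 (standard error 0.108, adjusted p = 2.49e-05) with the block. Of the 25 smallest p-values, 20 belonged to genes of the heatmap, with the block as well as without it. Tppp had the largest log2 fold change, 5.21 (standard error 0.192, adjusted p = 1.92e-09; with the block 5.22 and 2.46e-12). The 5 genes of the T cell receptor gamma locus shown there followed, from Tcrg-C2 at 4.99 to Tcrg-C1 at 2.72, with adjusted p-values of 3.51e-06 and 2.37e-05 (with the block 5.00 and 2.72, with 3.98e-06 and 1.98e-07). Tcrg-C1, Tcrg-C2 and Tcrg-C4 belong to a family of similar genes, so the authors' counting could have split or dropped reads among them, and H2-Q6 has close copies in the H2-Q region. Tagln2 had the smallest change, 0.49 (standard error 0.0504, adjusted p = 1.19e-04; with the block 0.49 and 6.89e-07). The paper's log2 fold changes for these genes in data S1 differed from the values here by at most 0.07.

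**Figure D2:**
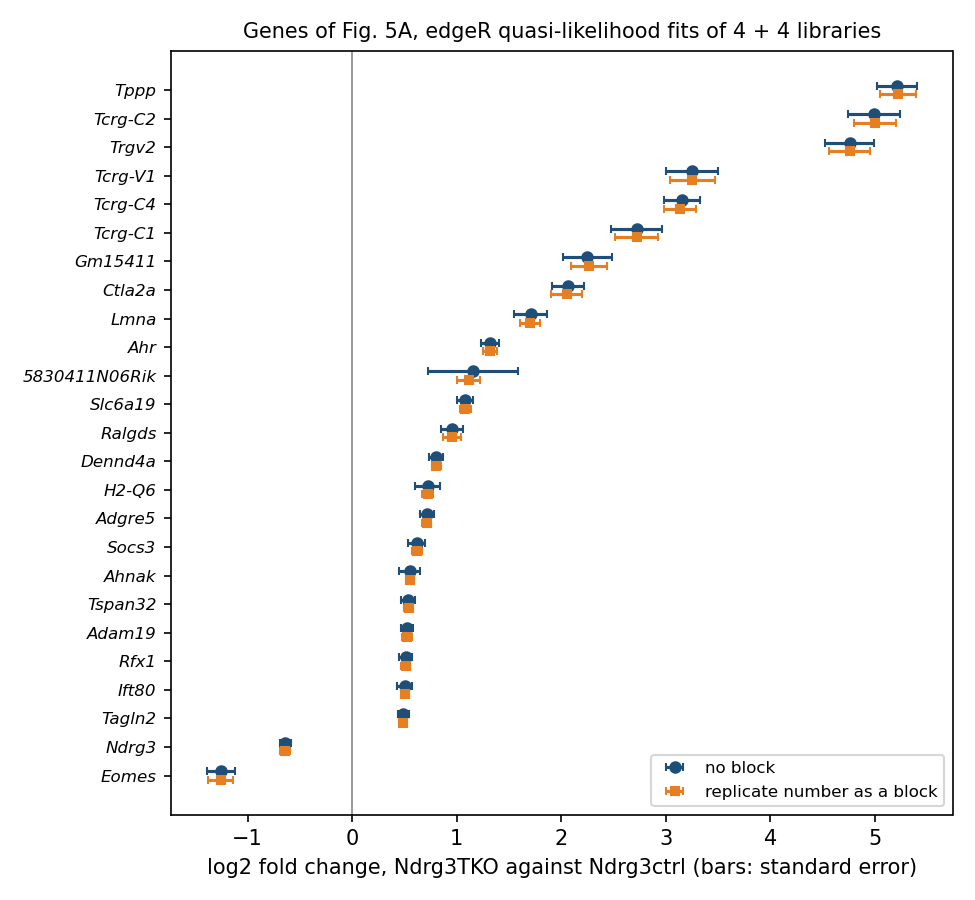
Log2 fold change of Ndrg3 TKO against Ndrg3 ctrl (horizontal axis) for each gene of Fig. 5A, from edgeR fits without a block (circles) and with the replicate number as a block (squares), with the standard error as bars (4 mice per group). The bar of 5830411N06Rik shrinks from 0.431 to 0.108 with the block.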

### Ndrg3-deficient cells respond poorly to IL-4 stimulation

IL-4 plays a central role in inducing Eomes expression (*61*–*63*). Therefore, we next examined whether IL-4 responses were compromised in Ndrg3-deficient CD8+ T cells. To this end, we sorted CD8SP MHC1+ thymocytes from Ndrg3^ctrl^ and Ndrg3^TKO^ mice and cultured them overnight in media with or without IL-4 (fig. S8A). Incubation with IL-4 was able to increase the frequency of Eomes expression in both Ndrg3^ctrl^ and Ndrg3^TKO^ cells; however, the induction was lower in Ndrg3-deficient cells (Fig. 6A). This diminished response to IL-4 could not be attributed to reduced receptor expression by Ndrg3^TKO^ cells, as no differences in surface levels of IL-4Rα and the common γ chain (CD132) were detected between Ndrg3^TKO^ and Ndrg3^ctrl^ cells (fig. S8, B to G). IL-4 is known to induce the expression of its own receptor (*61*, *64*), and our experiments revealed that both Ndrg3^ctrl^ and Ndrg3^TKO^ cells up-regulated IL-4Rα to the same level after overnight IL-4 treatment (Fig. 6B). Therefore, in Ndrg3-deficient cells, the ability of IL-4 to induce receptor expression was intact, but the ability to induce Eomes expression was compromised. IL-4–mediated induction of Eomes has been demonstrated to rely on both Akt and mammalian target of rapamycin complex 1 signaling, with phosphorylation of Akt reported to play the dominant role (Fig. 6C) (*61*). We therefore used inhibitors to determine whether the defective IL-4–induced up-regulation of Eomes observed in Ndrg3^TKO^ could be attributed to defects in either the Akt or mammalian target of rapamycin complex 1 pathways. In line with a previous report (*61*), we found that in control cells, rapamycin had only a minor effect on the induction of Eomes in response to IL-4 treatment; however, inhibition of Akt with its selective inhibitor (Akti) almost completely blocked Eomes induction (Fig. 6D). Inhibitor treatment of Ndrg3^TKO^ cells revealed similar trends. As observed previously, overall induction of Eomes was low in Ndrg3-deficient cells, and this was further impaired by treatment with rapamycin or Akti. These results indicate that Ndrg3 influences IL-4 signaling upstream of pAkt. Notably, although rapamycin and Akti treatments inhibited Eomes induction by IL-4, they did not impair the ability of either control or conditional knockout cells to up-regulate IL-4Rα (Fig. 6E). As we had previously shown that expression of the P14 TCR was able to partially rescue T cell development and naïve T cell populations in Ndrg3^TKO^ mice, we next tested whether Eomes levels were restored under these conditions. We found that although the frequency of Eomes+ cells was still reduced among CD8SP thymocytes in Ndrg3^TKO^;P14-transgenic mice relative to controls (Fig. 6F), the proportion of Eomes-expressing cells was restored among CD8+ T cells in the spleen (Fig. 6G), indicating that, once again, the expression of a high-avidity TCR could partially compensate for the absence of Ndrg3. Last, as natural killer T (NKT) cells are reported to be a major source of IL-4 under homeostatic conditions (*65*), we investigated whether NKT cell populations were altered in Ndrg3-deficient mice. Staining with an αGalCer/CD1d tetramer revealed that type I invariant NKT cells were almost completely absent in the thymus (Fig. 6H) and spleen (fig. S8H) of Ndrg3^TKO^ mice. Therefore, the defective expression of Eomes by CD8+ T cells in Ndrg3^TKO^ mice is likely due to both the absence of IL-4–secreting invariant NKT cells and diminished capacity to respond to IL-4.

**Fig. 6.**
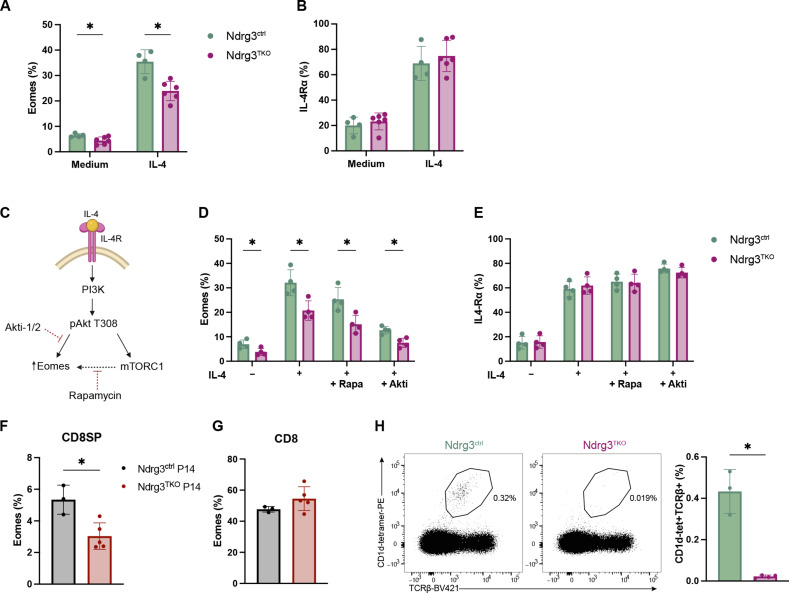
Ndrg3 is required for efficient responses to IL-4. Sort-purified CD8SP thymocytes (2 × 10^5^) from Ndrg3^ctrl^ and Ndrg3^TKO^ mice were plated in 200 μl of IMDM and 10% FCS supplemented with IL-4 (20 ng/ml), cultured for 20 hours at 37°C, and subsequently analyzed by flow cytometry for the induction of Eomes and IL-4Rα. Quantification of Eomes and IL-4Rα expression is shown in (**A**) and (**B**), respectively. A drawing of IL-4-Akt–dependent Eomes induction in CD8SP thymocytes is shown in (**C**). The illustration was generated on the basis of previously published experimental evidence (*61*) and created with BioRender.com. CD8SP thymocytes were sorted and stimulated with IL-4 the same way as in (A) with addition of 25 nM rapamycin or 5 μM Akti. After 20 hours of incubation, proportions of Eomes and IL-4Rα were measured and are shown in (**D**) and (**E**), respectively. Proportions of Eomes expression in total CD8SP thymocytes and CD8+ splenocytes from Ndrg3^ctrl^ P14 and Ndrg3^TKO^ P14 mice are quantified in (**F**) and (**G**), respectively. Representative gating and quantification of thymic NKT cells (CD1d-tetramer+TCRβ+) from Ndrg3^ctrl^ Ndrg3^TKO^ mice are depicted in (**H**). Scatter dot plots originate from ≥2 experiments and are presented as the means ± SD with each symbol representing an individual mouse. Comparison between groups was calculated with unpaired *t* tests. *P < 0.05.

## DISCUSSION

Our study has revealed that Ndrg3 conditional knockout mice are unable to establish stable populations of peripheral T cells. Instead, these mice exhibit lymphopenia, characterized by the loss of quiescence among naïve T cells, and increased rates of cell death. In the absence of Ndrg3, T cells appeared to proceed through thymocyte development without obvious phenotypic defects; however, mature CD8SP thymocytes exhibited moderate transcriptional changes, such as a frequency of Eomes expression before exiting the thymus. These defects became clearer in the periphery where most CD8+ T cells fail to establish themselves as mature naïve cells in the periphery, and most cells either die by apoptosis or further differentiate into effector/memory-type cells. 

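In the RNA-seq counts of CD8SP thymocytes, 1.15% of the tested genes passed the threshold without a block, and their median absolute log2 fold change was 0.54. Of them, 129 changed by a log2 fold change of 1 or less in size. The genes that passed with the replicate number as a block had a median of 0.27.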

Although the conversion of RTEs to mature naïve T cells can occur independently of TCR signaling, interaction with major histocompatibility complex (MHC) nevertheless shapes the composition of the more mature repertoire (*66*), and we could show that the fate of Ndrg3-deficient T cells was strongly influenced by TCR avidity. Increased levels of CD5 expressed by the few surviving cells in the periphery of Ndrg3-deficient mice indicated that these cells could be skewed toward the expression of high-avidity TCRs, suggesting that cells capable of strong tonic signaling may be at least partially resistant to the loss of Ndrg3. Subsequent experiments comparing high- and low-avidity TCR transgenes revealed that expression of a high-avidity TCR allowed for a partial rescue of Ndrg3-deficient naïve T cells in the periphery. Our observations are supported by previous studies reporting that high-avidity OT-I or P14 TCRs can facilitate the survival of naïve T cells (*67*–*69*) under adverse conditions. For example, Kdelr1-mutant mice exhibit reduced populations of naïve T cells because of increased activation of the integrated stress response pathway, and this phenotype can be alleviated by the expression of high-avidity TCRs (*67*, *68*). Whether Ndrg3-phenotype rescue in P14+ naïve T cells is the consequence of reduced integrated stress response activity remains to be investigated.

One perplexing observation from our study was that while Ndrg3-deficient cells lose quiescence and are more proliferative in vivo, they proliferated much less than control cells when intentionally activated in vitro. Therefore, it would seem that Ndrg3 influences homeostasis- and antigen-driven proliferation in different ways. Rather than proliferate, stimulated Ndrg3-deficient cells instead secreted copious amounts of IFN-γ and TNF-α. In this instance, expression of the high-affinity P14 TCR was unable to correct this defect, so although strong tonic signaling could correct homeostatic division rates under nonchallenged conditions, the resulting naïve cells were still abnormal in their capacity to expand after activation. Given that naïve Ndrg3-deficient T cells can be activated, as demonstrated by CD69 up-regulation and cytokine production, we suspect that the defect in activation-induced proliferation is linked to an altered capacity of naïve T cells to differentiate into effector cells. This would fit with the observation that the frequency of Eomes expression is reduced among Ndrg3-deficient cells, while Tbet, which is known to promote the generation of short-lived effectors (*70*), is increased. Modulating naïve and memory cell fates in response to either homeostatic or activatory signals therefore appears to be a key function of Ndrg3.

In keeping with this, we also demonstrated that Ndrg3 plays an important role in facilitating IL-4–induced Eomes expression. A diminished frequency of Eomes expression has significant ramifications for the development of innate or VM cells, which we also show to be reduced in Ndrg3-deficient mice; however, it cannot alone explain the lymphopenic phenotype, as Eomes-deficient mice have largely normal populations of naïve T cells (*71*). IL-4–mediated induction of Eomes expression is highly dependent on Akt, and other Ndrg-family members have previously been shown to modulate PI3K-Akt signaling in T cells. For example, Ndrg2 is a known regulator of PI3K-Akt signaling in T cells, where it is thought to suppress Akt activation by binding to protein phosphatase 2A and promoting PTEN activity (*36*). Furthermore, ndrg1b overexpression has also been shown to suppress overactivation of the PI3k-Akt pathway during thymus development in PTEN-deficient zebrafish (*33*); therefore, mounting evidence suggests that Ndrg-family members are important regulators of signaling pathways in T cells. Given that the TCR signal strength dictates the outcome of downstream signaling pathways, including those mediated by Akt (*72*, *73*), we speculate that Ndrg3 is required for naïve T cells to successfully integrate TCR and cytokine signals, especially in cases when TCR avidity is low.

Previous work has demonstrated that the expression of self-reactive TCRs can drive CD8+ T cells to adopt a memory phenotype, with characteristic high-level expression of Eomes. This phenotype is imprinted in the thymus, where a small fraction of CD8SP first up-regulates Eomes, but it is only after a consolidation phase in the periphery that self-reactive cells destined to adopt a memory phenotype become almost uniformly Eomes+ (*56*). Our data indicate that Eomes up-regulation is compromised in both the induction and consolidation phases in Ndrg3-deficient mice, as the proportion of Eomes-expressing cells is already decreased at the CD8SP stage and never reaches normal proportions in the periphery. Although expression of the high-avidity P14 TCR was unable to correct the defective induction of Eomes by Ndrg3-deficient CD8SP thymocytes, it was nevertheless able to facilitate the consolidation phase of Eomes expression in the periphery, as evident by the restoration of normal proportions of Eomes+ cells in the spleen. Our future work will therefore aim to establish how Ndrg3 modulates such pathways to promote the maintenance of a heterogeneous naïve T cell pool that bears a diverse repertoire of TCRs with varying affinities.

## MATERIALS AND METHODS

### Mice

Ndrg3^tm1a(KOMP)Wtsi^ “knockout-first” mice were generated from embryonic stem (ES) cells obtained from the University of California, Davis, KOMP repository [MMRRC_059209-UCD, clone EPD0025_4_B01 (*74*)]. These mice were then crossed with ACTB:FLPe mice [RRID:IMSR_JAX:003800; (*75*)] to remove the LacZ/neoR reporter cassette, resulting in a conditional *Ndrg3*^*tm1c(KOMP)Wtsi*^ allele in which a critical exon (encoding nucleotides 444 to 549 of the reference transcript NM_001355391.1) of the *Ndrg3* gene is flanked by loxP sites. 

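The annotation used here (GENCODE M21, GRCm38) was searched for an Ndrg3 exon as long as the stretch from nucleotide 444 to 549. It has an exon of 106 bases on chromosome 2 from 156950034 to 156950139, which is exon 4 of 3 protein-coding Ndrg3 transcripts. The exon was matched by its length, and the transcript named in the paper was not used here. All 106 bases are coding, and their number leaves a remainder of 1 when divided by 3, so that removal of the exon shifts the reading frame. Its sequence in the transcripts is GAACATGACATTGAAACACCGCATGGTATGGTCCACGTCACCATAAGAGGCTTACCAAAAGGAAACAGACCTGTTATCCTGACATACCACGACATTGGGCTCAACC. The exons of Ndrg3 together cover 8388 bases.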

The pLck-Cre (*39*), Rag2-EGFP (*43*), HY-TCR (*51*), and P14 (*52*) mouse lines have all been previously described and were maintained on a C57BL6/J background. Both male and female mice were used and analyzed at 6 to 9 weeks of age, unless otherwise specified. Mice were bred and housed under conventional conditions at the Max Planck Institute of Immunobiology and Epigenetics animal facility. All animal experiments were performed in accordance with local regulations and were approved by the review committee of the Max Planck Institute of Immunobiology and Epigenetics and the Regierungspräsidium Freiburg, Germany (license Az 35-9185.81/G-12/85).

### Flow cytometry

Lymphocytes were isolated by gently pushing spleens and thymi through 40-μm cell strainers (431750, Corning) to obtain a single-cell suspension in fluorescence-activated cell sorting buffer [phosphate-buffered saline (PBS), 0.5% bovine serum albumin, 0.02% NaN_3_]. Splenic cell pellets were additionally treated with ACK lysis buffer (0.154 M NH_4_Cl, 0.01 M KHCO_3_, and 0.1 mM EDTA) to remove erythrocytes. Surface staining and all wash steps were performed in fluorescence-activated cell sorting buffer. A total of 10^6^ cells was pelleted, washed, and centrifuged. To stain surface antigens, cells were incubated with fluorescently labeled antibodies and F_C_ block (14-0161-85, Thermo Fisher Scientific, 1/1000) for 30 min at 4°C in the dark. The Gp33 tetramer labeled with PE was a gift from H. Pircher, and tetramer staining was carried out at the same time as surface antibody staining. All antibodies and working dilutions are listed in table S1. Cell viability was determined by staining with hydroxystilbamidine dye (1 μg/ml; Fluoro-Gold, ab138870, Abcam)*.* All centrifugation steps were performed at 4°C and 400*g* for 4 min. Intracellular staining was performed using the eBioscience Foxp3/Transcription Factor Staining Buffer Set (00-5523-00, Invitrogen) as per the manufacturer’s recommendation. Apoptotic cells were identified by staining with the FITC Annexin V Apoptosis Detection Kit (640914, BioLegend). Briefly, cell pellets were resuspended with 50 μl of annexin V-FITC (1:20) diluted in Annexin V Binding Buffer and were incubated for 15 min at room temperature (RT) in the dark. After incubation, 200 μl of Annexin V Binding Buffer was added to the well with viability dye (hydroxystilbamidine) at a final dilution of 1/1000. Cell cycle analysis was carried out using intracellular Ki-67 stain followed by incubation with 150 μl of 4′,6-diamidino-2-phenylindole (DAPI; 1 μg/ml). Samples were incubated in the dark for 30 min at RT before analysis. For the detection of active caspase-3, thymocytes were first surface stained, followed by anti-active caspase-3-PE intracellular staining for 30 min at 4°C (*41*). Flow cytometry data were acquired using LSRFortessa instruments (BD Biosciences). Acquired data were analyzed using FlowJo Software (FlowJo version 10.10, BD Biosciences).

### T cell proliferation assay

Naïve T cell proliferation assays were conducted by first labeling the total splenocyte suspension with 5 μM cell proliferation dye (CPD-eFluor450, 65-0842, eBioscience) for 10 min at 37°C in the dark. Labeling was stopped by the addition of 40 ml of cold Iscove’s modified Dulbecco’s medium (IMDM; Gibco) and 10% fetal bovine serum (FBS), and cells were immediately centrifuged (4°C, 400*g*, and 15 min). Labeled cells were washed with 10 ml of IMDM and 10% FBS, centrifuged (4°C, 400*g*, and 8 min) and surface stained for naïve CD8+ T cell markers, and sorted as CD8+CD62L+CD44^low^ cells. After sorting, naïve cells were pelleted, and 8 × 10^4^ cells were plated in 200 μl of IMDM and 10% FBS per well in 96-well round-bottom plates with 2 μl per well of Mouse T-Activator CD3/CD28 Dynabeads (11456D, Thermo Fisher Scientific). To activate naïve CD8 T cells with PMA/ionomycin, cells were prepared and sorted as described above. After sorting, naïve CD8 T cells were plated with the addition of PMA (0.2 ng/ml) and ionomycin (200 ng/ml). To stimulate P14+ cells with the gp33 peptide, Thy1.2 P14-expressing naïve CD8 T cells from Ndrg3^ctrl^ and Ndrg3^TKO^ were stained with proliferation dye and sorted. Cells (10^5^) were then plated with Thy1.2+ total splenocytes at a ratio of 1:1 and stimulated with 10^−6^ M gp33 peptide (gift from H. Pircher). Samples from all proliferation experiments were analyzed after 48 hours of stimulation. Cell counts were determined using CountBright Absolute Counting Beads (C36950, Invitrogen). Cytokines in cell culture supernatants were quantified using the LEGENDplex Mouse Inflammation Panel (740446, BioLegend) according to the manufacturer’s instructions. Data were analyzed using software provided by the manufacturer.

### Thymocyte culture with IL-4

Sorted CD8SP MHC1^high^ thymocytes (2 × 10^5^) were plated in 200 μl of IMDM and 10% FBS per well in 96-well round-bottom plates. IL-4 (214-14, PeproTech) was added to the cultures to a final concentration of 20 ng/ml and incubated for 20 hours at 37°C. After incubation, cells were harvested and stained as described above for analysis by flow cytometry. Where indicated, 5 μM Akt inhibitor VIII (124018, Calbiochem) or 25 nM rapamycin (R8781, Sigma-Aldrich) was added to cells during plating.

### Naïve T cell cultures with IL-7

Sorted naïve CD8+ T cells (10^5^; CD8+CD62L+CD44^low^) were plated in 200 μl of IMDM and 10% FBS per well in 96-well plates. Cells were incubated overnight at 37°C in media alone or with IL-7 (217-17, PeproTech) at a final concentration of 5 ng/ml. After incubation, cells were harvested and stained as described above for analysis by flow cytometry.

### Immunoblotting

Cells were lysed in NP-40 buffer (FNN0021, Invitrogen) supplemented with 1/100 Halt Protease and Phosphatase inhibitor cocktail (78441, Thermo Fisher Scientific) for 30 min on ice. Lysates were subsequently centrifuged (4°C, 12,000*g*, and 10 min), and supernatants were incubated at 96°C for 6 min with Laemmli sample buffer. Proteins were separated by electrophoresis on Mini-Protean TGX Precast Gel 4 to 20% (456-8093, Bio-Rad) in tris-glycine-SDS buffer (25 mM tris-base, 190 mM glycine, and 0.1% SDS) at 80 V for 10 min followed by 200 V for 30 min. Proteins were transferred to the 0.2 μM polyvinylidene difluoride (PVDF) membrane, previously activated with 100% methanol. Wet transfer was carried out in tris-glycine buffer (25 mM tris-base and 190 mM glycine) with 20% methanol. Transfer was done at 100 V for 30 min at 4°C. Next, PVDF membranes were blocked overnight in 5% nonfat dried milk powder (AppliChem) dissolved in PBS with the addition of 0.1% Tween 20 (0.1% PBS-T). Membranes were incubated with primary antibodies for 2 hours at RT and then washed three times with 0.1% PBS-T for 10 min. Secondary antibodies were incubated with PVDF membranes for 1 hour at RT and washed again three times. Membranes were developed in Amersham ECL Prime Western blot detection reagent (RPN2232, Cytiva) for 5 min. Proteins were visualized using a ChemiDoc Touch Imaging System (Bio-Rad). The following primary antibodies and dilutions were used: anti-Ndrg3 [clone EPR9010(B), 1/5000, Abcam, no. ab131266), anti-actin (1/10,000, Sigma-Aldrich, no. A2066), anti-HA tag (clone 2-2.2.14, 1/25,000, Invitrogen, no. 26183), and anti-strep-tag II (1/5000, Abcam, no. ab76949). Anti-rabbit-HRP (1/2000, Dako, no. P0448) and anti-mouse-HRP (1/1500, Dako, no. P0447) were used as secondary antibodies. All antibodies were diluted in 5% milk powder dissolved in 0.1% PBS-T.

### Bulk RNA-seq

RNA extraction was performed using RNeasy Plus Micro Kit (Qiagen). Briefly, 4 × 10^5^ CD8SP TCRb+MHC1^high^ thymocytes from Ndrg3^ctrl^ and Ndrg3^TKO^ mice were sorted into 400 μl of RLT Plus lysis buffer and homogenized by pipetting. Genomic DNA from lysate was removed by loading into gDNA Eliminator spin columns, followed by centrifugation (10,000*g*, 30 s). After the addition of 70% ethanol, the RNA was bound to RNeasy MinElute columns, washed with 80% ethanol, and eluted in 15 μl with ribonuclease-free water. Sample quality measurements and library preparation were carried out by the Deep Sequencing facility at the Max Planck Institute of Immunobiology and Epigenetics (MPI-IE). The RNA-seq libraries were analyzed using the mRNA-seq snakePipes pipeline (version 2.5.3) (*76*). Briefly, reads were trimmed with cutadapt (*77*) and then aligned to the mouse genome (GRCm38.p4, release M9) using STAR mapper (*78*). An extensive quality control was done before and after mapping using a suite of tools and the workflow defaults. The gene-level count matrix was generated using featureCounts (*79*), followed by calculation of the difference in gene expression between sample groups of interest using DESeq2 (*80*). Heatmaps were created with pheatmap (version 1.0.12. 2019) and volcano plot with ggplot2. Heatmap values are based on row-wise *z*-score of counts for the top 25 differentially expressed genes. Significantly up- or down-regulated genes were submitted to Gene Ontology enrichment analysis that was performed using clusterProfiler (*81*). Statistical overrepresentation testing was performed with annotation for subontology “Biological Processes” and “Molecular Function,” with a significance *P* value threshold of 0.05 and Benjamini-Hochberg *P*-adjusted method. Clusters containing genes that were significantly up- and down-regulated were compared for common enriched Gene Ontology terms.

### Statistical analysis

Statistical analysis was carried out with GraphPad Prism (version 10). All datasets were tested for normal distribution with the Shapiro-Wilk normality test. Comparison of two datasets with normally distributed data was carried out with two-tailed unpaired *t* tests. Analysis of populations with significantly different SD (measured by *F* test) was corrected with Welch’s test. In the case of multiple unpaired *t* test analysis, the comparison was additionally corrected using the Holm-Šídák method. Datasets that were not normally distributed were analyzed with a nonparametric Mann-Whitney test.

# Supplementary material for: Ndrg3 is a critical regulator of peripheral T cell maturation and homeostasis
**Source:** Sci Adv. 2025 Mar 12;11(11):eads5143. doi: 10.1126/sciadv.ads5143
**Supplement:** Supplementary file 1 — Figs. S1 to S8 Table S1 Legend for data S1

Supplementary Materials for  
**Ndr3 is a critical regulator of peripheral T cell maturation and homeostasis**

Julia A. Komorowska *et al.*

*Sci. Adv.* **11**, eads5143 (2025)  
DOI: 10.1126/sciadv.ads5143

**The PDF file includes:**

Figs. S1 to S8  
Table S1  
Legend for data S1

**Other Supplementary Material for this manuscript includes the following:**

Data S1

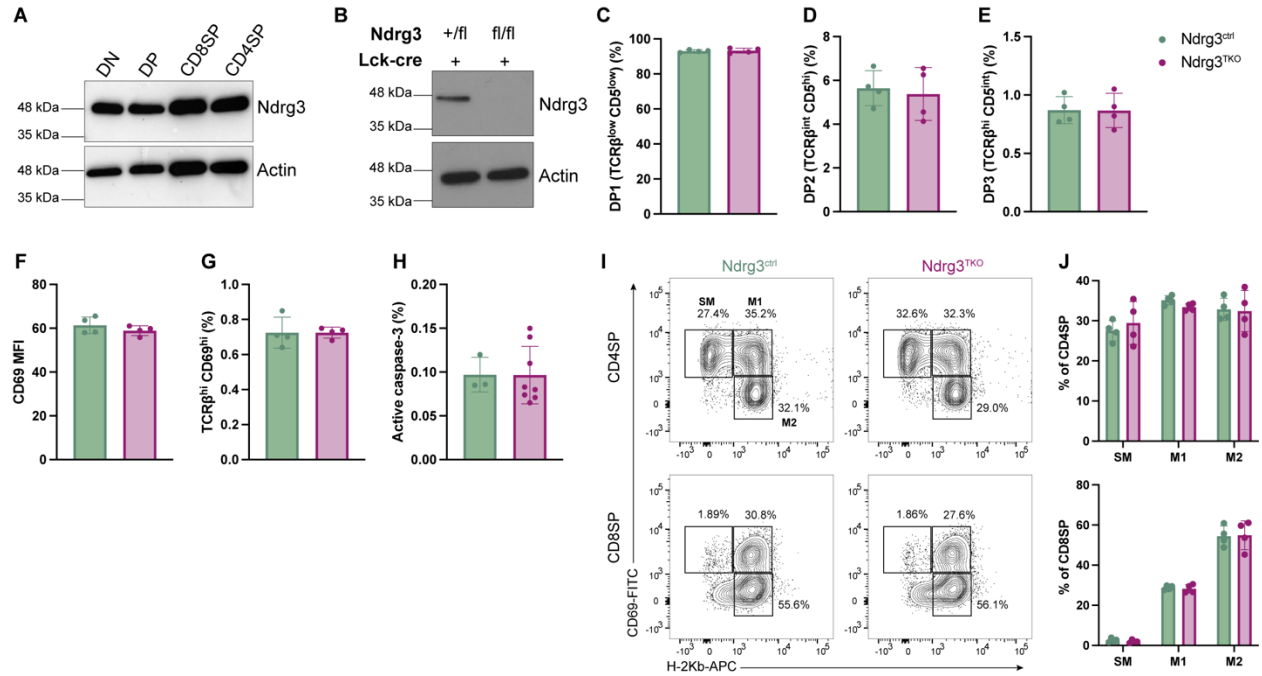

**Fig. S1. Analysis of thymocytes from *Ndr3<sup>ctrl</sup>* and *Ndr3<sup>TKO</sup>* mice.**

Immunoblots illustrating *Ndr3* expression in sorted DN (excluding CD3+, CD19+, NK1.1+, Gr.1+, Ter119+, MHC-II+ and TCR $\gamma\delta$ + cells), DP, CD8SP and CD4SP thymocyte extracts from wild-type mice (**A**), and in total thymocyte extracts from *Ndr3<sup>ctrl</sup>* (*Ndr3<sup>+/fl</sup>;Lck-cre*) and *Ndr3<sup>TKO</sup>* (*Ndr3<sup>fl/fl</sup>;Lck-cre*) mice (**B**). Actin was used as a loading control. Maturation stages of DP thymocytes are identified by CD5 and TCR $\beta$  markers. DP1 (TCR $\beta^{\text{low}}$  CD5 $^{\text{low}}$ ), DP2 (TCR $\beta^{\text{intermediate}}$  CD5 $^{\text{high}}$ ), and DP3 (TCR $\beta^{\text{high}}$  CD5 $^{\text{intermediate}}$ ) stages are depicted in (**C**), (**D**) and (**E**), respectively. Expression of CD69 (**F**) and proportion of positively selected TCR $\beta^{\text{high}}$  CD69 $^{\text{high}}$  cells (**G**) by DP thymocytes. Proportion of cells undergoing clonal deletion in signaled (TCR $\beta$ + CD5+) total thymocytes with the exclusion of CD25+, NK1.1+ CD19+ and TCR $\gamma\delta$ + cells was measured by expression of active caspase-3 (**H**). Representative flow cytometry graphs (**I**) and proportions (**J**) of CD4SP (top row) and CD8SP (bottom row) maturation stages defined with CD69 and H-2Kb expression. Percentages indicate CD69+ H-2Kb- semi-mature (SM), CD69+ H-2Kb+ mature 1 (M1), and the most mature (M2) CD69- H-2Kb+ populations. Scatter dot plots are presented as mean  $\pm$  SD with each symbol representing an individual mouse. Data was collected from  $\geq 2$  experiments.

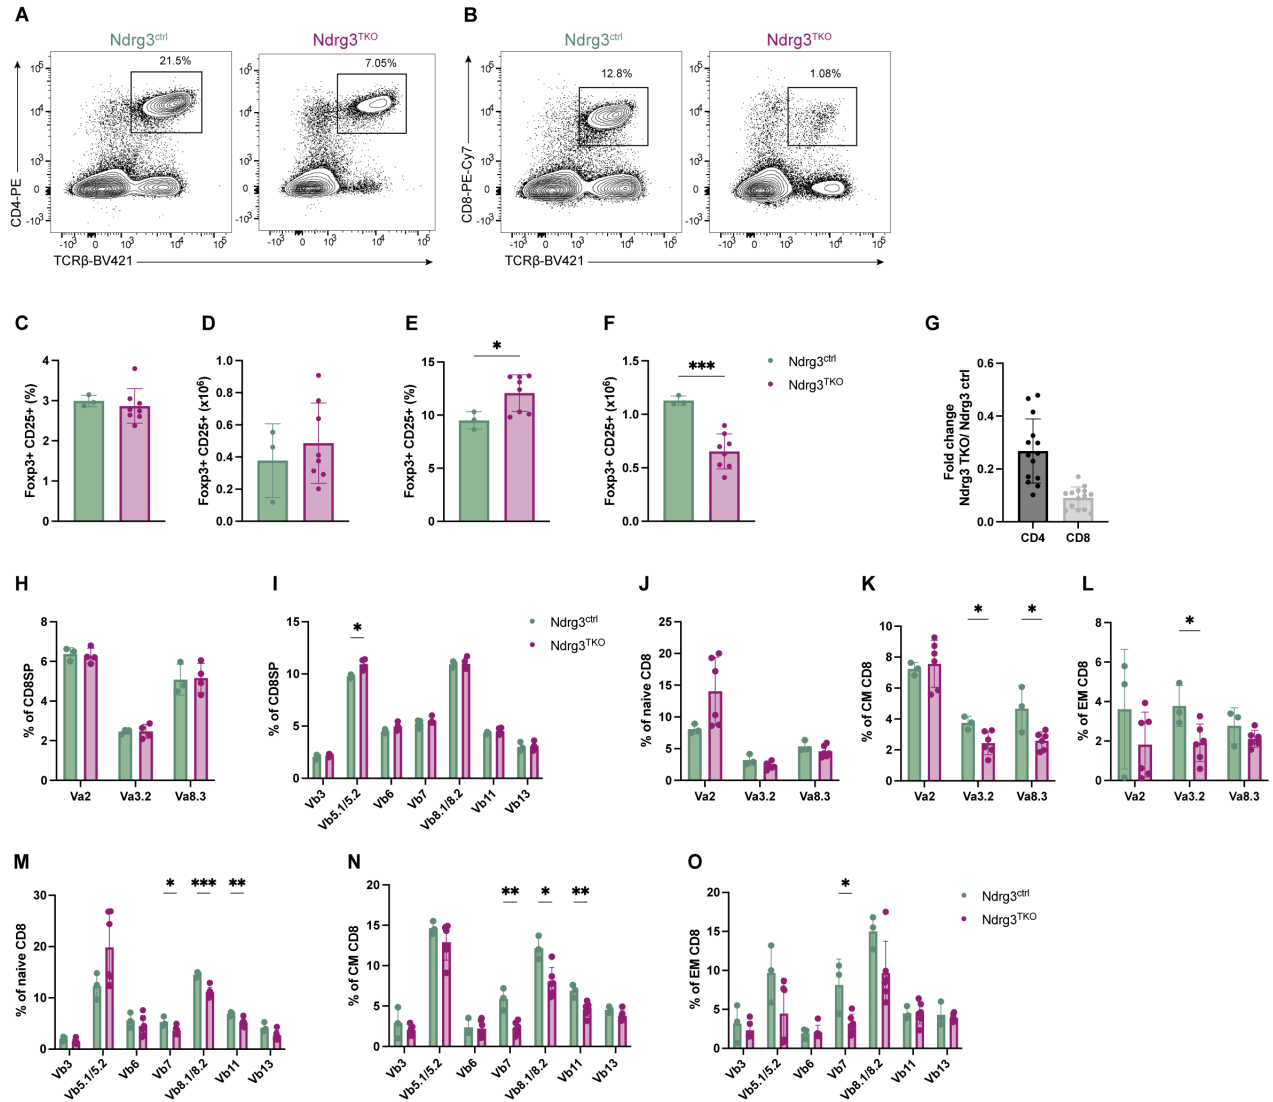

**Fig. S2. Characterization of T cell subsets from *Ndr3*<sup>ctrl</sup> and *Ndr3*<sup>TKO</sup> mice.**

Representative flow cytometry plots showing gating for TCRβ<sup>+</sup> CD4<sup>+</sup> (**A**) and TCRβ<sup>+</sup> CD8<sup>+</sup> (**B**) splenocytes from *Ndr3*<sup>ctrl</sup> and *Ndr3*<sup>TKO</sup> mice. Proportions and cell numbers of Tregs (Foxp3<sup>+</sup> CD25<sup>+</sup>) in CD3<sup>+</sup> CD4<sup>+</sup> thymocytes (**C-D**) and splenocytes (**E-F**). Fold change of TCRβ<sup>+</sup> CD4<sup>+</sup> (CD4) and TCRβ<sup>+</sup> CD8<sup>+</sup> (CD8) cell numbers between *Ndr3*<sup>TKO</sup> and *Ndr3*<sup>ctrl</sup> in the spleen (**G**). Flow cytometry analysis of Vα and Vβ TCRs usage on CD8SP thymocytes (**H-I**), and naïve (CD62L<sup>+</sup> CD44<sup>low</sup>), central memory (CM; CD62L<sup>+</sup> CD44<sup>high</sup>) and effector memory (EM; CD62L<sup>-</sup> CD44<sup>high</sup>) peripheral CD8<sup>+</sup> T cells (**J-O**). Scatter dot plots are presented as mean ± SD with each symbol representing an individual mouse. Data was collected from ≥3 experiments. Comparison between groups was calculated using unpaired *t*-tests. \**p*<0.05, \*\**p*<0.01, \*\*\**p*<0.001.

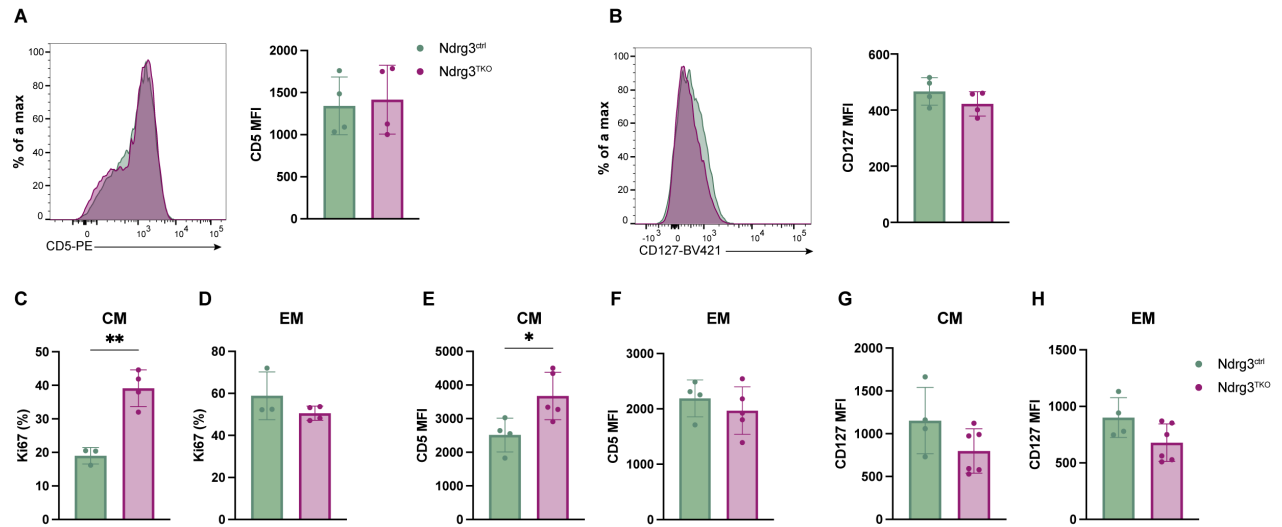

**Fig. S3. Detailed characterization of CD8<sup>+</sup> T cells from Ndr3<sup>ctrl</sup> and Ndr3<sup>TKO</sup> mice.**

Flow cytometry histograms and median fluorescence intensity (MFI) quantifications of CD5 and CD127 expression in CD8SP thymocytes are shown in **(A)** and **(B)** respectively.

central memory (CM; CD62L<sup>+</sup> CD44<sup>high</sup>) and effector memory (EM; CD62L<sup>-</sup> CD44<sup>high</sup>) TCRβ<sup>+</sup> CD8<sup>+</sup> splenocytes were analysed for the expression of Ki-67 (**C-D**), CD5 (**E-F**) and CD127 (**G-H**). Scatter dot plots are presented as mean ± SD with each symbol representing an individual mouse. Data collected from ≥2 experiments. Comparison between groups was calculated using unpaired *t*-tests. \*p<0.05, \*\*p<0.01.

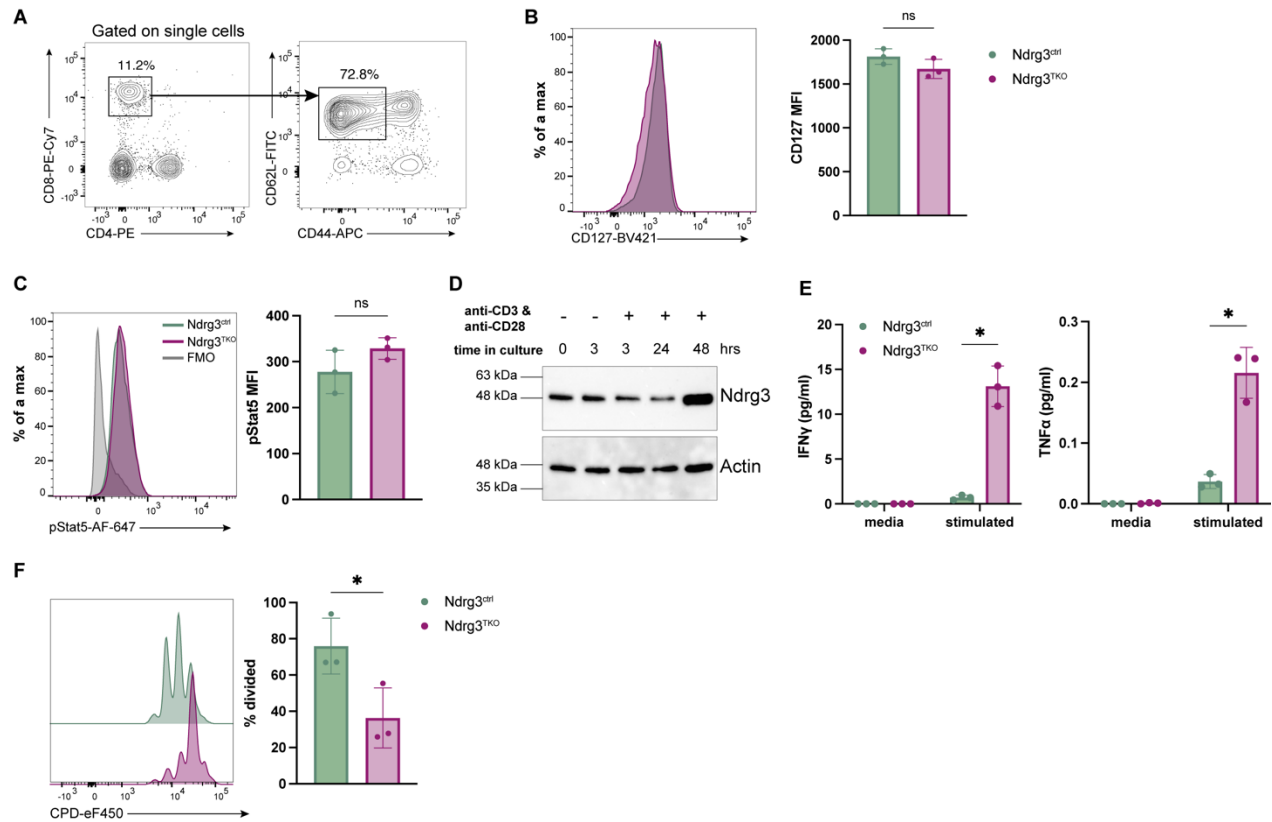

**Fig. S4. Ndr3-deficient CD8+ T cells exhibit impaired response to stimuli.**

Representative gating strategy for isolating naïve CD8 T cells by flow cytometry is illustrated in (A). Naïve CD8 (CD8<sup>+</sup> CD62L<sup>+</sup> CD44<sup>low</sup>) splenocytes were incubated in IMDM supplemented with 10%FCS for 16h at 37°C and probed for the expression of CD127. Histogram and quantification of CD127 MFI are depicted in (B). Naïve CD8 splenocytes were incubated with 5ng/ml IL-7 in IMDM+10%FCS for 16h at 37°C and intracellularly stained for pStat5 (pY694). Histogram and quantification of pStat5 (pY694) are shown in (C). WT naïve CD8 splenocytes were activated for the indicated time with 1 $\mu$ g/ml anti-CD3 and 1 $\mu$ g/ml anti-CD28 at 37°C. Ndr3 expression was determined in western blot assay as illustrated in (D). Concentrations (pg/ml) of IFN $\gamma$  and TNF $\alpha$  released to cell culture medium by proliferating (stimulated) or unstimulated (media) naïve CD8 T cells are shown in (E). 8x10<sup>4</sup> naïve CD8 (CD8<sup>+</sup> CD62L<sup>+</sup> CD44<sup>low</sup>) T cells from Ndr3<sup>ctrl</sup> and Ndr3<sup>TKO</sup> mice were labelled with cell proliferation dye (CPD), and stimulated with 0.2ng/ml PMA and 200ng/ml ionomycin for 48h at 37°C. Histograms illustrating proliferation peaks and proportions of divided cells are presented in (F). Scatter dot plots are presented as mean  $\pm$  SD with each symbol representing an individual mouse. Data collected from  $\geq 2$  experiments. Comparison between groups was calculated using unpaired *t*-tests. \**p*<0.05, non-significant (ns) data indicates *p*-value of >0.05.

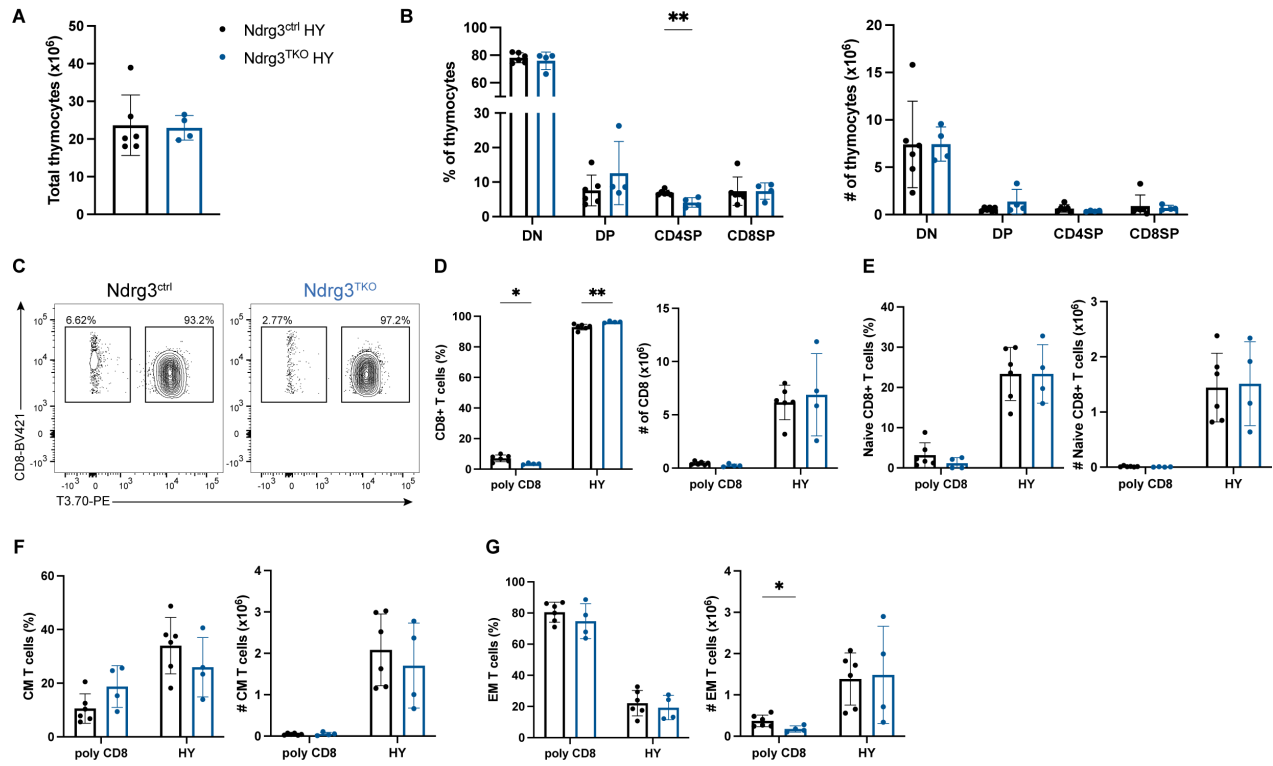

**Fig. S5. Proportions and cell numbers of T cells from male Ndr3<sup>ctrl</sup> HY and Ndr3<sup>TKO</sup> HY mice.**

Total thymocyte numbers from 6-week-old male Ndr3<sup>ctrl</sup> HY (*Ndr3*<sup>+/-</sup>; *Lck-cre*+; HY) and Ndr3<sup>TKO</sup> HY (*Ndr3*<sup>fl/fl</sup>; *Lck-cre*+; HY) mice are shown in (A). Proportions and cell numbers of DN, DP, CD4SP and CD8SP thymocytes are depicted in (B). Representative gating of polyclonal CD8 (CD8+ T3.70-) and HY CD8 (CD8+ T3.70+) cells among splenocytes is presented in (C). Proportions and cell numbers of total, naïve (CD62L+ CD44<sup>low</sup>), central memory (CD62L+ CD44<sup>high</sup>), and effector memory (CD62L- CD44<sup>high</sup>) CD8+ T cells are depicted in (D), (E), (F) and (G) respectively. Scatter dot plots are presented as mean  $\pm$  SD with each symbol representing an individual mouse. Data was collected from 5 experiments. Comparison between groups was calculated using unpaired *t*-tests. \**p*<0.05, \*\**p*<0.01.

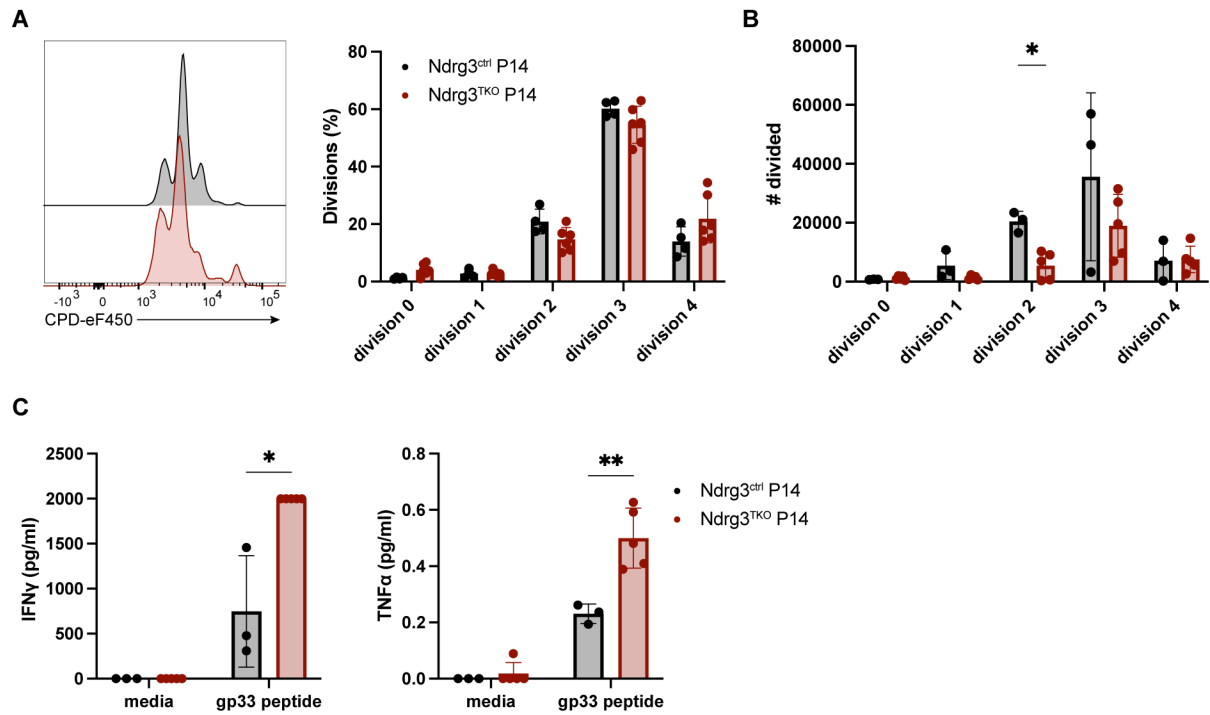

**Fig. S6. Proliferative response to gp-33 peptide stimulation by P14-expressing CD8 splenocytes.**

Sorted Thy1.2<sup>+</sup> naïve CD8 T cells (CD8<sup>+</sup> CD62L<sup>high</sup>) from *Ndr3<sup>ctrl</sup>* P14 (*Ndr3<sup>+/fl</sup>;Lck-cre<sup>+</sup>;P14*) and *Ndr3<sup>TKO</sup>* P14 (*Ndr3<sup>fl/fl</sup>;Lck-cre<sup>+</sup>;P14*) mice were labeled with cell proliferation dye (CPD) and incubated with Thy1.1<sup>+</sup> splenocytes and  $10^{-6}$ M gp-33 peptide for 48h at 37°C. Flow cytometry histograms and quantification of divisions after 48h of stimulation are shown in (A). Cell numbers of proliferating cells in each division peak are depicted in (B). Concentrations (pg/ml) of IFN $\gamma$  and TNF $\alpha$  released to cell culture medium by proliferating cells are quantified in (C). Scatter dot plots are presented as mean  $\pm$  SD with each symbol representing an individual mouse. Data was collected from 3 experiments. Comparison between groups was calculated using unpaired *t*-tests. \**p*<0.05, non-significant (ns) data indicates *p*-value of >0.05.

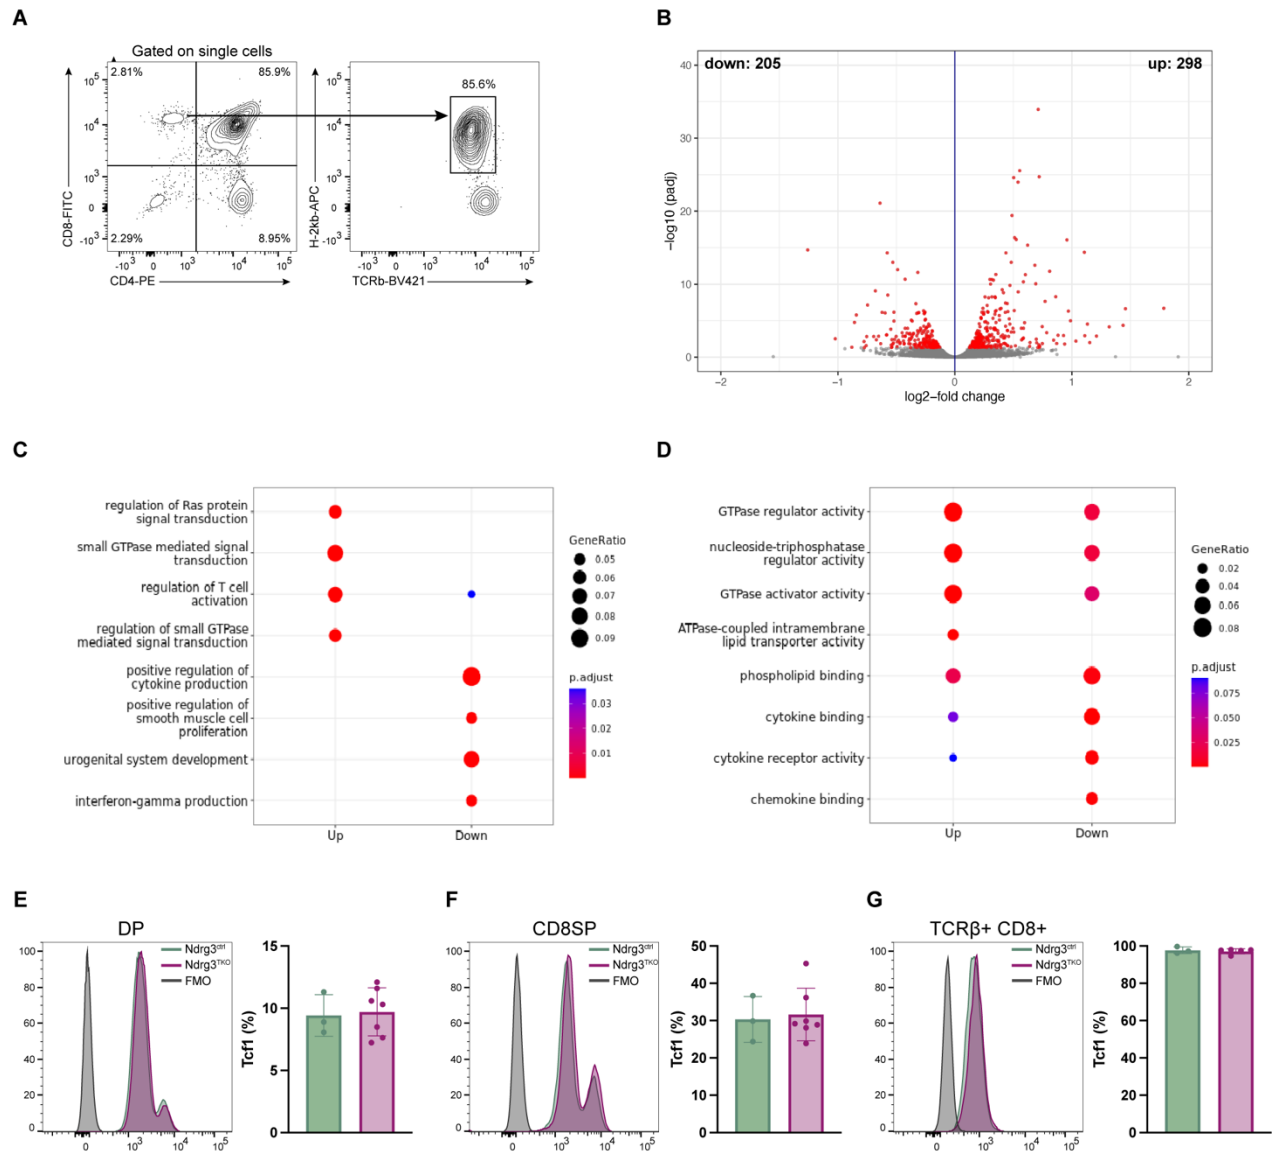

**Fig. S7. RNA-seq experiment gating strategy and follow-up analysis.**

Gating strategy for isolating CD8SP TCR $\beta$ <sup>+</sup> MHC-I<sup>high</sup> thymocytes is shown in (A). CD8SP TCR $\beta$ <sup>+</sup> MHC-I<sup>high</sup> cells were sorted and submitted for bulk RNA-seq analysis. Volcano plot showing significantly DEG genes in Ndr3<sup>TKO</sup> vs. Ndr3<sup>ctrl</sup> CD8SP cells is illustrated in (B). 

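Among the genes with an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 39 had an absolute log2 fold change over 1, of which 34 were higher and 5 lower in Ndrg3 TKO. With the replicate number as a block the number was 59, with 48 higher and 11 lower. Outside Fig. 5A, the largest changes were those of Trgj2, 2810459M11Rik, Dusp18 and Trgj4. Trgj2 had no more than 2 counts in any Ndrg3 ctrl library and a mean normalized count of 27.8 ± 9.69 (SD, n = 4) in Ndrg3 TKO, at least 9.26-fold higher when set against the floor of 3 counts. The log2 fold changes of 2810459M11Rik, Dusp18 and Trgj4 were 3.09 (adjusted p = 0.0109), 2.87 (adjusted p = 0.0203) and 2.81 (adjusted p = 0.00370), at mean normalized counts of 3.48, 2.18 and 2.97 in Ndrg3 ctrl. With the block these were 3.10, 2.92 and 2.84, with adjusted p-values from edgeR of 9.61e-04, 0.00233 and 5.34e-04. The largest falls were those of Ccl5, with a log2 fold change of −2.39 (adjusted p = 6.03e-04; with the block −2.39 and 2.21e-04), Cxcr3, with −1.55 (adjusted p = 0.00356; with the block −1.55 and 8.56e-04), and 1700061G19Rik, with −1.53 (adjusted p = 0.0426; with the block −1.54 and 0.0212). With each mouse left out in turn, 1700061G19Rik passed in no fit (adjusted p from edgeR 0.0659 to 0.147). Dusp18 no longer passed without Ndrg3 ctrl replicate 1 or 4, or without Ndrg3 TKO replicate 1 or 3 (adjusted p 0.0539 to 0.0869). 2810459M11Rik no longer passed without Ndrg3 ctrl replicate 1 (adjusted p = 0.0600).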

Dots in red represent FDR < 0.05 and LFC > 1. 

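No Gene Ontology annotation was used here, and gene families were instead set by gene symbol. The families were chosen to match terms of fig. S7D, which the paper drew from these same libraries. Their p-values are therefore not independent of the paper's result. Of 60 tested chemokine and cytokine receptor genes, 3 were among the genes lower in Ndrg3 TKO (Cxcr3, Cxcr6 and Il10ra), an odds ratio of 15.6 (2-sided Fisher's exact test, p = 0.00126, Benjamini-Hochberg adjusted p = 0.00502 over 4 tests). With the replicate number as a block 12 were lower, an odds ratio of 10.1 (Fisher's exact test, p = 2.31e-08, adjusted p = 9.23e-08). Among the higher genes were 2 receptors, Il18r1 and Tnfrsf19 (odds ratio 4.37, Fisher's exact p = 0.0820, adjusted p = 0.0820), and with the block 5 (odds ratio 2.99, p = 0.0326, adjusted p = 0.0326). Of 190 tested GTPase regulator genes, 6 were higher (Arhgap5, Dennd4a, Iqsec1, Ralgds, Rasgrp4 and Vav3; odds ratio 4.25, Fisher's exact p = 0.00404, adjusted p = 0.00807) and 3 lower (Arhgap26, Rap1gap2 and Rasa3; odds ratio 4.71, p = 0.0299, adjusted p = 0.0399). With the block, 14 were higher (odds ratio 2.65, Fisher's exact p = 0.00165, adjusted p = 0.00330) and 10 lower (odds ratio 2.20, p = 0.0290, adjusted p = 0.0326). The background was the tested genes. With each mouse left out in turn, the number of lower GTPase regulator genes ranged from 1 to 4.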

Gene Ontology (GO) overrepresentation of DEG showing biological processes (C) and molecular functions (D) terms enriched in Ndr3<sup>TKO</sup>, padj < 0.05 threshold. Histograms illustrate expression and dot plots represent proportions of Tcf1 in DP (E), CD8SP (F) and TCR $\beta$ <sup>+</sup> CD8<sup>+</sup> (G) T cells. Scatter dot plots are presented as mean  $\pm$  SD with each symbol representing an individual mouse. Data collected from  $\geq 3$  experiments.

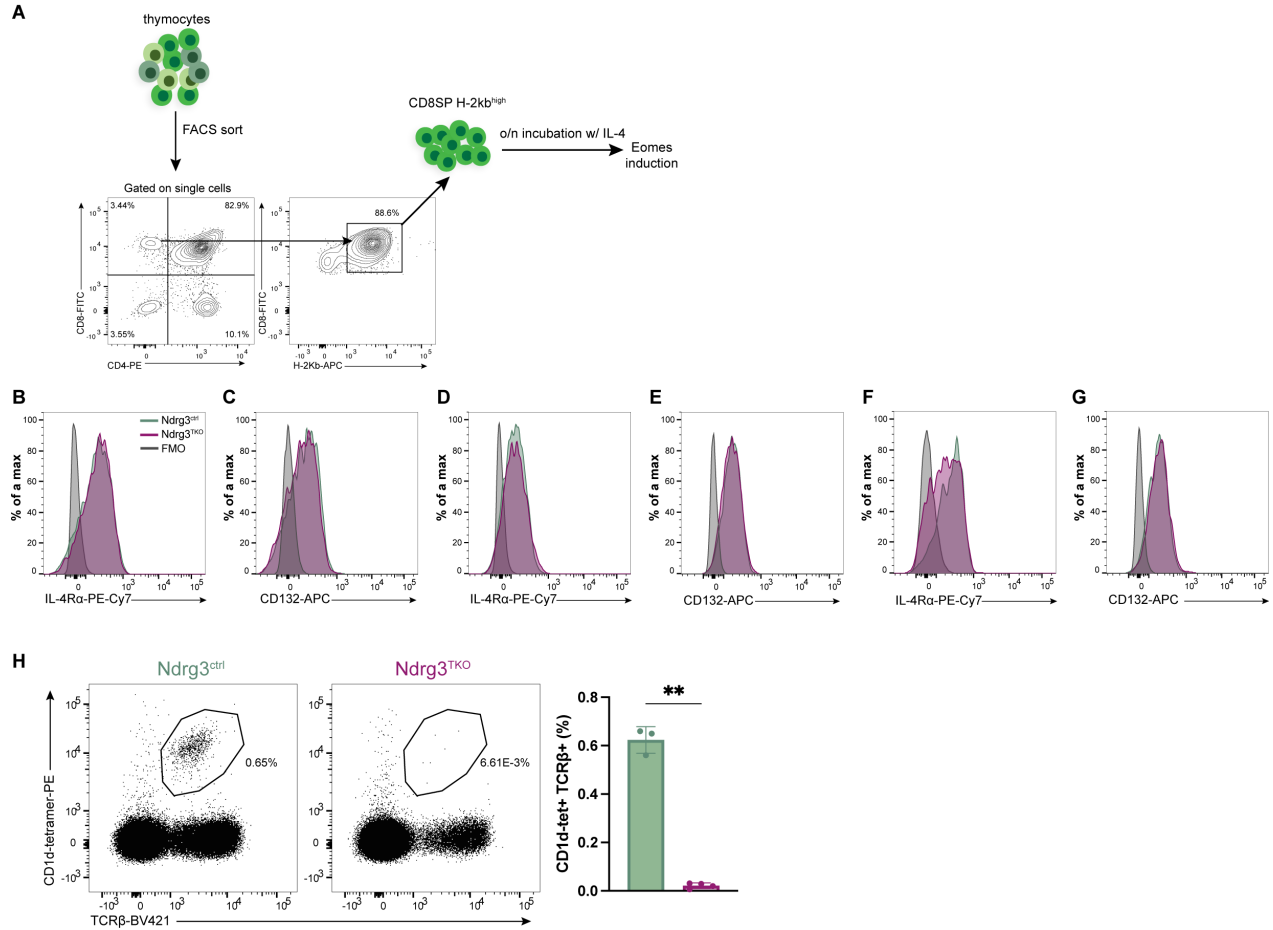

**Fig. S8. Characterization of IL-4 receptor components and splenic NKT cells.**

Experimental strategy for IL-4 stimulation experiments is depicted in (A). In brief, CD8SP H-2kb<sup>high</sup> thymocytes were sorted and incubated for 20h with addition of 20ng/ml IL-4, followed by measurement of Eomes induction using flow cytometry. Representative flow cytometry histograms of IL-4Rα and CD132 expression in CD8SP (B-C), TCRβ<sup>+</sup> CD8<sup>+</sup> CD44<sup>low</sup> (D-E), and TCRβ<sup>+</sup> CD8<sup>+</sup> CD44<sup>high</sup> (F-G) splenocytes. Representative gating and quantification of splenic NKT cells (CD1d-tetramer<sup>+</sup> TCRβ<sup>+</sup>) from Ndr3<sup>ctrl</sup> Ndr3<sup>TKO</sup> mice is shown in (H). Scatter dot plot is presented as mean ± SD with each symbol representing an individual mouse. Comparison between groups was calculated using unpaired *t*-tests. Data collected from ≥2 experiments. \*\**p*<0.01.

**Table S1. List of antibodies used in flow cytometry experiments.**

| Antibody                          | Clone         | Dilution | Cat. #     | Supplier    |
|-----------------------------------|---------------|----------|------------|-------------|
| Active Caspase-3-PE               | C92-605       | 1/5      | 561011     | BD          |
| CD122-PE                          | TM- $\beta$ 1 | 1/100    | 553362     | BD          |
| CD127-BV421                       | A7R34         | 1/200    | 135023     | BioLegend   |
| CD132-APC                         | TUGm2         | 1/200    | 132307     | BioLegend   |
| CD19-biotin                       | 1D3           | 1/300    | 553784     | BD          |
| CD1d/ $\alpha$ GalCer-tetramer-PE | TC/0147-26agc | 1/400    | E001-2B-E  | ProImmune   |
| CD24-PE                           | M1-69         | 1/2000   | 553262     | BD          |
| CD25-APC                          | PC61          | 1/500    | 557192     | BD          |
| CD25-biotin                       | PC61          | 1/1000   | 13-0251-85 | eBioscience |
| CD3-FITC                          | 145-2C11      | 1/500    | 11-0031-85 | eBioscience |
| CD4-BV421                         | GK1.5         | 1/500    | 100438     | BioLegend   |
| CD4-PE                            | RM4-4         | 1/2000   | 12-0043-82 | eBioscience |
| CD4-PE-Cy7                        | GK1.5         | 1/1000   | 100422     | BioLegend   |
| CD4-PerCP-Cy5.5                   | GK1.5         | 1/1000   | 100434     | BioLegend   |
| CD44-APC                          | 1M7           | 1/1000   | 17-0441-81 | eBioscience |
| CD44-PE                           | 1M7           | 1/400    | 553134     | BD          |
| CD44-PerCP-Cy5.5                  | 1M7           | 1/400    | 103031     | BioLegend   |
| CD49d-APC                         | R1-2          | 1/500    | 103621     | BioLegend   |
| CD5-PE                            | 53-7.3        | 1/2000   | 12-0051-82 | eBioscience |
| CD62L-AF-700                      | MEL-14        | 1/3000   | 104426     | BioLegend   |
| CD62L-APC                         | MEL-14        | 1/1000   | 17-0621-82 | eBioscience |
| CD62L-FITC                        | MEL-14        | 1/1000   | 11-0621-85 | eBioscience |
| CD69-FITC                         | H1.2F3        | 1/200    | 557392     | BD          |
| CD69-PE                           | H1.2F3        | 1/400    | 104508     | BioLegend   |
| CD8 $\alpha$ -APC                 | 53-6.7        | 1/800    | 100712     | BioLegend   |
| CD8 $\alpha$ -BV421               | 53-6.7        | 1/500    | 100738     | BioLegend   |
| CD8 $\alpha$ -FITC                | 53-6.7        | 1/1000   | 100706     | BioLegend   |
| CD8 $\alpha$ -PE-Cy7              | 53-6.7        | 1/1000   | 25-0081-82 | eBioscience |
| CD90.2-APC                        | 53-2.1        | 1/1000   | 553007     | BD          |
| CD90.2-BV650                      | 30-H12        | 1/100    | 740443     | BD          |
| EOMES-AF-647                      | W17001A       | 1/200    | 157703     | BioLegend   |
| Foxp3-PE-Cy7                      | FJK-16s       | 1/100    | 25-5773-82 | eBioscience |
| H-2kb-APC                         | AF6-88.5      | 1/300    | 116517     | BioLegend   |
| IL-4R $\alpha$ -PE-Cy7            | I015F8        | 1/200    | 144805     | BioLegend   |
| Ki-67-FITC                        | 20Raj1        | 1/400    | 11-5699-82 | eBioscience |
| NK1.1-biotin                      | PK136         | 1/500    | 13-5941-85 | eBioscience |
| Tbet-PE                           | 4B10          | 1/100    | 644810     | BioLegend   |
| TCF1-AF-488                       | C63D9         | 1/200    | 6444       | CST         |
| TCR H-Y-PE                        | T3.70         | 1/500    | 12-9930-81 | eBioscience |
| TCR V $\alpha$ 2-APC              | B20.1         | 1/500    | 127809     | BioLegend   |

|                            |         |       |            |             |
|----------------------------|---------|-------|------------|-------------|
| TCR V $\alpha$ 3.2-FITC    | RR3-16  | 1/500 | 135403     | BioLegend   |
| TCR V $\alpha$ 8.3-PE      | KT50    | 1/500 | 125707     | BioLegend   |
| TCR V $\beta$ 11-PE        | RR3-15  | 1/500 | 553198     | BD          |
| TCR V $\beta$ 13-FITC      | MR12-13 | 1/500 | 553204     | BD          |
| TCR V $\beta$ 3-PE         | KJ25    | 1/500 | 553209     | BD          |
| TCR V $\beta$ 5.1/5.2-APC  | MR9-4   | 1/500 | 139506     | BioLegend   |
| TCR V $\beta$ 6-PE         | RR4-7   | 1/500 | 553194     | BD          |
| TCR V $\beta$ 7-PE         | TR310   | 1/500 | 553216     | BD          |
| TCR V $\beta$ 8.1/8.2-PE   | MR5-2   | 1/500 | 553186     | BD          |
| TCR $\gamma\delta$ -biotin | GL3     | 1/100 | 13-5711-82 | eBioscience |
| TCR $\beta$ -APC           | H57-597 | 1/800 | 109212     | BioLegend   |
| TCR $\beta$ -BV421         | H57-597 | 1/500 | 109229     | BioLegend   |
| TCR $\beta$ -PE            | H57-597 | 1/400 | 12-5961-83 | eBioscience |
| TCR $\beta$ -PerCP-Cy5.5   | H57-597 | 1/200 | 109228     | BioLegend   |

**Data S1. Complete list of differentially expressed genes between Ndr $g3$ -deficient and Ndr $g3$ -sufficient CD8SP TCR $\beta$ <sup>+</sup> MHC-I<sup>high</sup> thymocytes.**

How the deposited data were processed for this re-analysis (not part of the article)

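Mature CD8SP TCRβ+MHC1 high thymocytes were sorted from 4 Ndrg3 ctrl and 4 Ndrg3 TKO mice and their RNA was sequenced, with 1 library per mouse. The sample labels give an age of 6 to 7 weeks, and the paper gives 6 to 9 weeks for its mice of both sexes. The labels name no sex. Each library's condition and replicate number were taken from its label, and the group definitions from the paper.

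The authors trimmed the reads with cutadapt, aligned them with STAR to the mouse genome GRCm38.p4 with the GENCODE M9 annotation, and counted them per gene with featureCounts within the snakePipes pipeline, and they deposited raw counts for 47937 genes. These counts are whole numbers and are not normalized, and the handling of strand and of reads with several matches is not stated in the paper's text. Each of the 8 sample columns was used. By chi-square over genes, replicates of one group differed from each other by 11.0 to 39.5 per gene, so no library duplicates another of its group.

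Gene symbols, positions, exonic lengths and GC content came from GENCODE M21 (GRCm38), matched by Ensembl identifier without its version, and 47224 of the genes, or 98.5%, matched. Coordinates are of GRCm38.

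The fit was made with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1). Genes were filtered with filterByExpr by group, scaled by TMM, and tested with glmQLFit (robust) and glmQLFTest, comparing Ndrg3 TKO with Ndrg3 ctrl, with Benjamini-Hochberg adjustment over the 14633 tested genes and a threshold of 0.05. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Normalized counts are counts divided by the TMM-scaled library size and multiplied by the mean library total. For the correlations between libraries, log2 CPM were taken after adding 0.5, and for the principal components with edgeR's prior count of 2. The floor of 3 counts, given per library in CPM, covers counting error only, since PCR reads without molecular identifiers are not independent molecules.

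The paper's methods name DESeq2 and the comparison of sample groups, and name no block or covariate. The Ndrg3 ctrl and Ndrg3 TKO labels share the replicate numbers 1 to 4, which is where the pairing of libraries comes from. The mean correlation of same-numbered libraries, 0.271, lies above the limit of 0.1, so the main results are given without and with the replicate number as a block. Shared sex may contribute to this mean, since only the replicate 3 libraries differ in Y-linked counts.

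Gene sets were tested with limma's camera, 2-sided, on the edgeR fit, with an inter-gene correlation of 0.01. After the numbers of tested members were seen, a set test was called void where under 80% of the members were tested, and the fit without a filter on low counts was then used. That fit with the replicate block was added after the set tests were seen. Gene families and chromosomes were tested with Fisher's exact test, 2-sided, among the tested genes. The number of called genes whose next tested gene on the chromosome was also called was compared with that in 10000 random gene sets (permutation test, 1-sided). Single values were compared with 2-sided exact permutation tests over the 70 ways to split 8 libraries.

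The rule for genes named singly, the gene sets and families, the fit, its threshold and all settings except those named below as chosen later were set before the data were examined. At that time Fig. 5A and data S1 had already been read, and the gene families were chosen to match terms of fig. S7D. The rule covers the Ndrg genes, Eomes, the genes of Fig. 5A, the 10 called genes with the largest change and complete separation of the groups, the RNA of a list of 8 of the proteins the paper stained, and members of the marker sets and families. The T cell receptor constant genes, other genes of the gamma locus, the genes of a stretch of chromosome 13 and the genes that fell more than Eomes were added after their values were seen. Of the members of the marker sets and of that stretch, only those past the threshold were followed singly through the other settings. This limit was also set after the values were seen.

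The procedures were tested on simulated counts in 3 runs, drawn from the real means, library sizes and dispersions, with 200 genes changed by a log2 fold change of 1 or 0.5 in size. Without simulated replicate effects, the edgeR test without a block recovered 87.4% of the larger and 64.9% of the smaller changes, with 4.86% of its calls false, and with the block 87.8% and 64.2%, with 7.73% false, on about 14651 tested genes. With replicate effects of SD 0.15 (log2), it recovered 83.5% and 23.7% with 1.89% false, and with the block 90.0% and 57.5% with 10.7% false, on about 14643 genes. With the block, the share of false calls was thus above the 5% that the threshold is set for. The simulated dispersions came from the fit without a block, so they already hold variation between replicates. The replicate effects came on top, so those runs were noisier than the real counts in this respect. No effect of sex was simulated. In the 2 kinds of simulation, DESeq2 had 13.0% and 2.58% of its calls false without the block and 11.3% and 13.5% with it, and the likelihood ratio test without the block 13.7% and 4.53%.

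Other settings covered the tool (DESeq2 1.42.0, limma-voom), the scaling, the mitochondrial genes, the filter on low counts, the replicate block, Y-linked expression as a covariate, GC content, each mouse left out in turn, a stricter threshold of 0.01, a test against a log2 fold change of 0.2, the gene set test and the background of the family tests. DESeq2 with the replicate block, with the Y-linked covariate and with both, edgeR with both, edgeR's likelihood ratio test and the fit with robust estimation off were chosen after seeing the numbers of genes. Flow cytometry, cell counts and protein measurements were not analysed here.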

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

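The tests of T cell receptor transcripts in general, of the stretch of chromosome 13 around Tppp and of GC content in Ndrg3 ctrl replicate 2, and the share of members under which a marker set test is void, were chosen only after the results were seen. The genes behind the patterns here come from the 168 genes past the threshold. The 8 comparable splits of the libraries allow no share under 0.125, so the comparison of splits could not separate the number of these genes from a chance split, whatever the counts, and it says nothing about single genes.

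Library measures and normalized counts of the genes named singly were checked in 140 groups of 4 libraries, and in 13 a library lay apart from the other 3 of its group by Dixon's test. By chance 1 in 20 groups, or 7, would do so. In Ndrg3 ctrl, replicate 2 lay apart in 7 of them, in Y-linked CPM (340.5) and in the normalized counts of Arhgap26 (1388), Il2rg (11706), Tcrg-C3 (7.11), Trbc2 (20597), Trgv2 (18.49) and Tspan32 (3645). In Ndrg3 ctrl, replicate 4 lay apart in the mitochondrial share of the counts (0.636%) and in the normalized counts of 5830411N06Rik (458.3) and Tcrg-C1 (32.8). In Ndrg3 TKO, replicate 1 lay apart for Slc12a7 (16318) and Trbc2 (16659), and replicate 2 for Ift80 (9500). Replicate 2 of Ndrg3 ctrl is the only library of its group with Y-linked counts over 0.0752 CPM, and the paper used mice of both sexes. It also has the smallest total, 21126698. Its deviations from the group mean followed GC content across genes with a Spearman rho of 0.211, past the limit of 0.2, so GC content bias remains a candidate explanation for its position. The Ndrg3 TKO libraries with Y-linked counts had positive rho as well (0.176 and 0.0683) and the other 5 libraries negative, so GC content is not separated here from sex. Some of its single-gene values could equally be among those that chance gives. The design gives no condition that sets single libraries apart, and no biological explanation was tested for them.

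The paper does not discuss the T cell receptor gamma locus, although its genes appear in Fig. 5A. Of 9 tested genes of the locus, on chromosome 13 from 19184974 to 19352756, 8 were higher in Ndrg3 TKO and past the threshold, and 9 with the replicate number as a block. The log2 fold changes of the 8 ranged from 2.70 to 4.99, all 4 Ndrg3 TKO mice lying above all 4 Ndrg3 ctrl mice. A higher share of gamma delta T cells in the sorted fraction would raise other markers of those cells. Only 7 of the 15 members of the marker set outside the locus passed the filter (46.7%, under the 80% needed, so that test is void, with a p-value of 0.319 from limma's camera and 0.338 with the block). Without a filter 13 were tested, with 10 lower, a mean log2 fold change of −0.04 and a camera p-value of 0.192 (0.192 adjusted over the 3 sets). With the block as well, a fit chosen after seeing the set tests, the mean was −0.09 and the camera p-value 0.177. The marker set thus showed no rise. Its member with the most counts, Trdc, had normalized counts of 350.5 in Ndrg3 ctrl and 344 in Ndrg3 TKO (log2 fold change −0.03, with the block −0.02), so that a higher share of gamma delta T cells is unlikely to give the rise of the locus. A linked passenger region would leave an excess of called genes on chromosome 13 without the locus, where there were 10 of 537 (Fisher's exact p = 0.0877, with the block 0.174). The excess was not past the threshold, at an odds ratio of 1.77. A short region would add few genes to a whole chromosome, and no window around the locus was tested, so linkage is not excluded. The constant genes Trac, Trbc1, Trbc2 and Trdc had a mean log2 fold change of −0.0257 (−0.0233 with the block), with 0 of 4 past the threshold and 0 at an unadjusted p under 0.05 in both fits, so receptor transcripts did not rise in general. Reads shared among the similar Tcrg genes could also be counted on the wrong gene. An exchange of counts alone would lower some of them, but all 9 tested genes of the locus had a positive log2 fold change. Of these, 0 were past the threshold as lower. Reads of a risen gene counted on similar ones would raise those too, so such miscounting is not excluded for single genes.

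Tppp, which the paper shows in Fig. 5A and does not discuss, had a normalized count of 10.4 ± 4.59 (SD, n = 4) in Ndrg3 ctrl and 403 ± 34.0 (SD, n = 4) in Ndrg3 TKO, a log2 fold change of 5.21 (5.22 with the block). Slc6a19, on the same stretch of chromosome 13, rose by 1.08 on the log2 scale, and by 1.08 with the block. If the whole stretch from Slc6a19 to Tppp had risen, most of the other tested genes there would pass the threshold. Of these 4 genes 1 did (25%), with a Slc12a7 log2 fold change of 0.24 (adjusted p = 0.0452 from edgeR; 0.00105 with the block, and from 1.29e-06 to 0.174 over all settings). A rise of the whole stretch is therefore unlikely to be the source, and a strain variant or a change at single genes was not tested.

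Of the genes past the threshold other than Ndrg3, 20 had a next tested gene on the chromosome that also passed. Random gene sets gave a median of 4 and, in 95% of the sets, at most 8 (permutation p = 1e-04, 1-sided, the smallest that 10000 sets can give), and with the block the permutation p-value was 1e-04 as well. Without the T cell receptor gamma genes the number was 12 (permutation p = 0.0074), and with the block 123 against a median of 83 in random gene sets (permutation p = 0.0014). Of the 20, 4 overlap their neighbour, where the counting could assign reads of one gene to the other. A passenger region linked to the targeted Ndrg3 allele would lie on chromosome 2, which holds 2 of the 20, Trp53i11 and Cd82, and had no excess of called genes (odds ratio 1.09, Fisher's exact p = 0.770; with the block 0.872 and 0.377), so such linkage is unlikely to be the source. The excess may come from shared regulation of neighbours or from passenger regions elsewhere. For overlapping neighbours, and for similar ones such as H2-Q5 and H2-Q6, it may also come from reads counted on the wrong gene. This test does not separate these explanations, and it was not repeated without the overlapping genes.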

How the results depend on the processing

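Ndrg3 and Eomes kept a lower count in Ndrg3 TKO and an adjusted p-value under 0.05 in each of the 25 other fits that gave them a value. Ndrg3 ranged from −0.67 to −0.61 on the log2 scale and Eomes from −1.40 to −1.16, with adjusted p-values of at most 1.91e-04 and 0.00114. Across the 8 fits that each left out one mouse, 90 to 158 genes passed the threshold, 72 to 110 higher and 18 to 48 lower, against 168, 116 and 52 with all mice.

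The number of genes with adjusted p under 0.05 depended on the setting. DESeq2 gave 309 genes (191 higher, 118 lower), and edgeR without a filter on low counts 274 (176 and 98). The replicate block gave 800 (435 and 365), the block with the GC trend removed 784 (418 and 366), and the Y-linked covariate 413 (246 and 167). A threshold of 0.01 left 72 (60 and 12), and a test against a log2 fold change of 0.2 left 62 (52 and 10). Of the settings chosen after seeing the data, DESeq2 with the block gave 503 (297 and 206), DESeq2 with the Y-linked covariate 619 (365 and 254), DESeq2 with both 365 (234 and 131), edgeR with both 1146 (638 and 508), and the likelihood ratio test 297 (180 and 117). The share of higher genes was 69.1% without the block, 54.4% with it and 61.8% with DESeq2, while no scaling moved the median log2 fold change of the tested genes by as much as 0.01. Genes with an absolute log2 fold change over 1 numbered 39, and 20 with at least 10 counts in every library, 59 with the block, 24 with DESeq2 and the block, 23 with DESeq2, the block and the covariate, and 62 with edgeR, the block and the covariate. With the block and the Y-linked covariate together, the comparison rests mainly on replicates 1, 2 and 4. The cause of these differences was not tested.

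By p-value among the lower genes, Eomes ranked 4 with the block and with the block and GC trend removed. With the block and the Y-linked covariate, in DESeq2 and in edgeR, Eomes ranked 1 and Ndrg3 2. That setting rests mainly on replicates 1, 2 and 4, since the covariate takes up most of the replicate 3 pair. Of the RNA of 8 of the stained proteins, a list without Eomes, 0 passed (0 at an unadjusted p under 0.05), and 2 passed with the block, 1 with the covariate, 1 with the block and GC trend removed, 2 with DESeq2 and the covariate, 1 with DESeq2, block and covariate and 3 with edgeR, block and covariate. The cause was not tested.

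In the fit with the filter on low counts, the NKT cell marker set had a mean of 0.32 (camera p-value 0.0113, adjusted 0.0277). Only 9 of its 14 members were tested there, so this test is void, as are those of the other 2 sets in that fit. Passing the threshold is judged here by the p-value before adjustment over the sets. With the block it was 0.0487 at a mean of 0.31, and 0.139 after adjustment, which does not pass. The direction turned with DESeq2 (−0.022), and, chosen after seeing the data, with DESeq2 and the block (−0.031), the covariate (−0.095) or both (−0.19). Without a filter on low counts the mean was 0.012 (camera p-value 0.165), and 0.020 (p-value 0.488) with the block as well, a fit chosen after seeing the set tests. It also no longer passed with voom (0.33), at least 10 counts in every library (0.034), the Y-linked covariate (0.28), the block with GC trend removed (0.31), the block with the covariate (0.26), the estimated correlation (0.32, p-value 0.114) and fry (0.32, p-value 0.0660). Leaving out single mice gave 0.27 to 0.40, and 2 of these 8 fits did not pass. Without Klrb1c, in a test chosen after the results were seen, the mean with the filter was 0.033 (camera p-value 0.463). With the block as well, the mean without Klrb1c was 0.026 (camera p-value 0.479). That set is void too, with 61.5% of its members tested, but by these means the rise rested on Klrb1c. The innate or virtual memory set had a mean of −0.36 (camera p-value 0.0184, adjusted 0.0277) and no longer passed with voom (−0.37), at least 10 counts in every library (−0.14), the block (−0.37, p-value 0.0928, adjusted 0.139), the block with GC trend removed (−0.37), the block with the covariate (−0.40), the estimated correlation (−0.36, p-value 0.176) and fry (−0.36, p-value 0.0720). Leaving out single mice gave −0.53 to −0.36, and 1 of these fits did not pass. With all mice and the filter, the mean of the innate or virtual memory set rested on Ccl5 and Cxcr3. The gamma delta set passed in none of its 28 settings, whose means ranged from −0.39 to −0.04. Apart from leaving out Klrb1c, the cause was not tested.

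Higher receptor genes, 2 without the block, passed the threshold with the block (5), with the block and GC trend removed (5) and with DESeq2 and the block (4), and numbered 2 in each fit that left out a mouse, 6 of which passed. Lower GTPase regulator genes, 3, no longer passed without a filter on low counts (3, p = 0.0600 from Fisher's exact test), and ranged from 1 to 4 with mice left out, where 3 of 8 fits did not pass. Chromosome 13 was the 1 chromosome whose number of called genes (18, an excess) passed the threshold. In either direction, 2 chromosomes passed without a filter, 3 with the block (an excess on chromosome 13 and fewer than the other genes on chromosomes 7 and 14, at odds ratios of 0.626 and 0.472), 3 with the block and GC trend removed, 2 with the block and covariate, and 0 with the covariate, at least 10 counts in every library, DESeq2 with the block, DESeq2 with the covariate and the likelihood ratio test. On chromosome 13 these gave 12 genes with at least 10 counts, 23 with the covariate, 23 with DESeq2 and the block, 31 with DESeq2 and the covariate, 21 with DESeq2 and both, 47 with edgeR and both and 21 with the likelihood ratio test, no longer past the threshold. The cause was not tested.

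Genes whose log2 fold change lay near 0 turned direction and passed the threshold in none of these fits. The H2-K1 log2 fold change (−0.00094) was 0.0087 with upper-quartile scaling, 0.0013 without a filter, 0.00069 with at least 10 counts, 0.00061 with the block, 0.020 with the GC trend removed, 0.021 with that and the block, and 0.00093 with DESeq2 and the block. The Ndrg2 log2 fold change (0.0088) was −0.0049 with the covariate, −0.0043 with DESeq2 and the covariate, and −0.011 with the block and covariate in DESeq2 and in edgeR. The Trdc log2 fold change (−0.031) was 0.020 with the covariate in edgeR and in DESeq2, and 0.039 and 0.040 with the block and covariate in DESeq2 and edgeR. The Il4ra log2 fold change (−0.016) was 0.0052 with the GC trend removed and 0.00012 with that and the block. The Tcf7 log2 fold change (0.016) was −0.028 and −0.029 with the block and covariate in DESeq2 and edgeR. With mice left out in turn, the values ran from −0.035 to 0.053 for H2-K1, −0.0085 to 0.035 for Ndrg2, −0.123 to 0.033 for Trdc, −0.076 to 0.045 for Il4ra, −0.045 to 0.039 for Trbc2, −0.064 to 0.0070 for Trac, −0.017 to 0.035 for Tcf7 and −0.189 to 0.144 for Tbx21. The cause was not tested.

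Over the 60 genes followed singly besides Ndrg3 and Eomes, 1351 of 1455 values kept direction and side of the threshold, 53 were weaker, 14 stronger and 37 turned direction. Over the 80 genes of the rule and its additions, 62 of 1941 values turned, and the 25 in genes not followed singly came from 6 genes whose log2 fold change was at most 0.09 in size. Genes with few counts had no value under the filter of at least 10 counts or in DESeq2 where it set no adjusted p, and these are left out of the totals. Depth limits Trgj2, whose Ndrg3 ctrl counts lie at or under the floor of 3.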

Differences from the paper's values

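The number of genes higher in Ndrg3 TKO was 116 here and is 298 in the paper. Of the settings fixed before the data were examined, the replicate block (435), the block with the GC trend removed (418) and the Y-linked covariate (246) came within 1.5 times the paper's number, and the others did not, DESeq2 without a block giving 191. Chosen after seeing the values, DESeq2 with the replicate block gave 297, DESeq2 with the Y-linked covariate 365, and DESeq2 with both 234.

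The number of genes lower in Ndrg3 TKO was 52 here and is 205 in the paper. Of the settings fixed before the data were examined, the Y-linked covariate (167) came within 1.5 times the paper's number. The others did not, with 365 for the replicate block, 366 for the block with the GC trend removed and 118 for DESeq2 without a block. Chosen after seeing the values, DESeq2 with the replicate block gave 206 and DESeq2 with the Y-linked covariate 254, while DESeq2 with both gave 131, outside 1.5 times.

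DESeq2 with the replicate block, chosen after seeing the values, called 500 of the 502 genes listed in the readable copy of data S1, and its log2 fold changes differed from the paper's by at most 0.02, at a median ratio of standard errors of 0.9995. DESeq2 without a block called 248 of them, at a ratio of 1.22. The paper's text names no block, so this is a setting under which the values come to the paper's, and not a statement of the paper's method.

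The paper shows 5830411N06Rik among its top differentially expressed genes. The 5830411N06Rik log2 fold change here was 1.15, against the paper's 1.11 in data S1, but with an adjusted p of 0.408 from edgeR it did not pass the threshold. It passed with the block (2.49e-05) and with the block and the GC trend removed (7.26e-05). Of the settings chosen after seeing the values, it passed with DESeq2 and the block (4.18e-15), DESeq2, block and covariate (8.48e-18), edgeR, block and covariate (3.23e-08) and the likelihood ratio test (0.0179). In the others its adjusted p ranged from 0.0588 to 0.643, and over all settings from 8.48e-18 to 0.643.

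The heatmap shows the paper's top genes, of which 20 of 25 were among the 25 smallest p-values here, and 18 to 21 under the settings fixed before the data were examined. DESeq2 with the replicate block, chosen after seeing the values, gave 25. The paper places Ndrg3 and Eomes as the most down-regulated of its top genes. They had the smallest p-values among the lower genes here, while by log2 fold change 14 genes past the threshold fell more than Ndrg3 and 3 more than Eomes.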

Other observations

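The tests of the calls with the block, of the Ndrg3 exon, of the NKT cell set without Klrb1c and of GC content in Ndrg3 ctrl replicate 2 were chosen only after the results were seen.

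The 8 libraries can be split into 2 groups of 4 in 35 ways, of which 8 part all 4 same-numbered pairs as the real split does. Of these 8 splits, 1 gave as many genes with an adjusted p under 0.05 from edgeR as the real one, the real split itself. The other 7 gave 0, with 110 to 596 genes at an unadjusted p under 0.05 against 1588 in the real split. With the replicate block 1 of the 8 gave as many as the real 800, again the real one, and the other 7 gave 0, with 147 to 1363 unadjusted against 2843. The smallest share that 8 splits allow is 0.125, so this comparison could not have passed 0.05 whatever the counts, and by it neither number of genes can be told apart from a chance split. Of the 27 splits that part fewer pairs, 24 part 2 and 3 part 0. They gave 0 genes in 26 and 1 in the other, with 191 to 2244 unadjusted.

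Y-linked counts were present in 1 Ndrg3 ctrl and 2 Ndrg3 TKO libraries, and with them as a covariate 165 of the 168 genes (98.2%) remained, so a difference in sex between the groups is unlikely to underlie them. Library totals did not differ past 0.05 (exact permutation p = 0.0571, n = 4 per group), although this p is close to the smallest of 0.0286. Without mitochondrial genes 168 of 168 (100%) remained, but these genes hold 0.571% to 0.820% of the counts, so the test could hardly have come out otherwise and decides nothing. The 10 genes with the most counts held 6.03% to 7.62% of each library, so that no 10 genes took most of the counts. The log2 fold changes followed GC content with a Spearman rho of −0.163, within 0.2, and with the GC trend removed 157 genes (93.5%) remained. Of the 800 genes called with the block, 705 remained when the trend was removed as well. Over the tested genes of known length, the log2 fold changes followed exonic length with a rho of 0.00574 (−0.000893 with the block).

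Both groups carry Lck-cre, and Ndrg3 ctrl mice keep 1 intact Ndrg3 allele. If deletion removed the reads of the floxed exon and left the rest of the transcript at its level, the log2 ratio expected for Ndrg3 would be −0.0092 over all its exons, or −0.031 for its shortest coding transcript with the exon. The ratio measured, plus 2 standard errors, was −0.534 on the log2 scale, so exon loss alone is unlikely to give the fall. If deletion were complete and the groups differed at Ndrg3 in nothing else, the RNA of a deleted allele would be 0.473 of that of an intact one. Lower transcript levels of the deleted allele may explain this, as a hypothesis. The extent of deletion was not measured in the counts.

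For Eomes, a change in the mix of sorted cells was weighed. The NKT cell marker set did not fall past the threshold. Of its 14 members 9 passed the filter (64.3%, under the 80% needed, so that test is void), and without a filter its mean log2 fold change was 0.01 with 7 members lower, at a p-value of 0.165 from limma's camera (0.192 adjusted over the 3 sets). With the block as well, a fit chosen after seeing the set tests, the mean was 0.02 and the p-value 0.488. Klrb1c, at 2.62, raises the mean, and without it the set had a mean of −0.19 without a filter (camera p-value 0.751, with the block −0.18 and 0.884), again no fall past the threshold, although Zbtb16 had 26 counts in the 4 Ndrg3 ctrl libraries together and 7 in the 4 Ndrg3 TKO libraries. How large a loss of NKT cells the set would reveal was not tested. The paper reports a nearly complete loss of invariant NKT cells from the thymus of Ndrg3 TKO mice (Fig. 6H), and fewer NKT cells in the sorted fraction are not excluded here. The innate or virtual memory set without Eomes had 10 of 15 members past the filter (66.7%, so that test is void as well, with a camera p-value of 0.0184 and 0.0928 with the block). Without a filter its mean was −0.74 with 12 of 15 members lower (camera p-value 8.25e-06, adjusted 2.47e-05; from 8.25e-06 to 0.569 over all settings), and with the block as well −0.76 (camera p-value 0.00141, adjusted 0.00424). The members this adds have few counts, such as Gzmk with 22 in the 4 Ndrg3 ctrl libraries and 7 in the 4 Ndrg3 TKO libraries. With at least 10 counts in every library the mean was −0.14. Among the members past the filter, the fall rested on Ccl5 (−2.39) and Cxcr3 (−1.55), the others lying between −0.07 and 0.31. A smaller share of innate or virtual memory cells in the sorted fraction may contribute to the lower Eomes counts, and the counts do not separate this from lower Eomes expression within cells.

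Along the first principal component of log2 CPM, which held 31.4% of the variance, Ndrg3 ctrl replicate 2 lay at −39.4 and the other Ndrg3 ctrl libraries between −3.56 and 8.10. The Ndrg3 TKO libraries with Y-linked counts lay at −11.3 and 2.90, and the other Ndrg3 TKO libraries at 17.7 and 19.3, so that the libraries with Y-linked counts lay lowest in both groups. The deviations of Ndrg3 ctrl replicate 2 followed GC content with a rho of 0.211, and those of Ndrg3 TKO replicate 4 with −0.205. Either GC content bias or sex may explain part of the position of Ndrg3 ctrl replicate 2, and the counts do not separate them. With this mouse left out, 134 genes passed the threshold.

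Of the proteins that the paper stained, a list of 8 was fixed that leaves out Eomes and others. Their RNA (Tcf7, Tbx21, Il7r, Cd5, Cd69, Il4ra, Il2rg and H2-K1) had log2 fold changes between −0.13 and 0.14. Adjusted over the list, 0 passed the threshold in the edgeR fit without a block, and 0 had an unadjusted p under 0.05. With the block 2 passed.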
